# Integrating Embryonic Development and Evolutionary History to Characterize Tentacle-Specific Cell Types in a Ctenophore

**DOI:** 10.1093/molbev/msy171

**Published:** 2018-08-30

**Authors:** Leslie S Babonis, Melissa B DeBiasse, Warren R Francis, Lynne M Christianson, Anthony G Moss, Steven H D Haddock, Mark Q Martindale, Joseph F Ryan

**Keywords:** trait loss, comparative transcriptomics, ctenophore, novelty, development, biological adhesive

## Abstract

The origin of novel traits can promote expansion into new niches and drive speciation. Ctenophores (comb jellies) are unified by their possession of a novel cell type: the colloblast, an adhesive cell found only in the tentacles. Although colloblast-laden tentacles are fundamental for prey capture among ctenophores, some species have tentacles lacking colloblasts and others have lost their tentacles completely. We used transcriptomes from 36 ctenophore species to identify gene losses that occurred specifically in lineages lacking colloblasts and tentacles. We cross-referenced these colloblast- and tentacle-specific candidate genes with temporal RNA-Seq during embryogenesis in *Mnemiopsis leidyi* and found that both sets of candidates are preferentially expressed during tentacle morphogenesis. We also demonstrate significant upregulation of candidates from both data sets in the tentacle bulb of adults. Both sets of candidates were enriched for an N-terminal signal peptide and protein domains associated with secretion; among tentacle candidates we also identified orthologs of cnidarian toxin proteins, presenting tantalizing evidence that ctenophore tentacles may secrete toxins along with their adhesive. Finally, using cell lineage tracing, we demonstrate that colloblasts and neurons share a common progenitor, suggesting the evolution of colloblasts involved co-option of a neurosecretory gene regulatory network. Together these data offer an initial glimpse into the genetic architecture underlying ctenophore cell-type diversity.

## Background

Insight into how novelty is generated is important for understanding the origin and diversification of multicellular life. An outstanding challenge, however, is finding a model for which the direction of evolutionary change is known and the novelty of interest is easy to characterize. Ctenophores (comb jellies) are gelatinous marine invertebrates that diverged from the rest of animals over 800 Ma (Dohrmann and Worheide 2017); although their phylogenetic position remains contentious (Dunn et al. 2008; Ryan et al. 2013; Moroz et al. 2014; Borowiec et al. 2015; Simion et al. 2017; Whelan et al. 2017), they are clearly among the first lineages to diverge from the rest of animals. While they share several anatomical features in common with bilaterian animals (e.g., neurons and muscle cells), ctenophores are defined by two novel traits: parallel rows of cilia organized into “combs,” and colloblasts, the adhesive cells used to capture prey (fig. 1). Found exclusively in the tentacles, colloblasts are typified by a crown of adhesive-filled secretory vesicles and an extensible basal apparatus (Eeckhaut et al. 1997). Upon contact with prey, the apical membrane of the colloblast ruptures, releasing the adhesive (Franc 1978). Their association with tentacles and their specialized role in prey capture have led some to propose that colloblasts are the functional analogs of the cnidarian cnidocyte (stinging cell; Alie et al. 2011; Borisenko and Ereskovsky 2013).

**Fig. 1.**
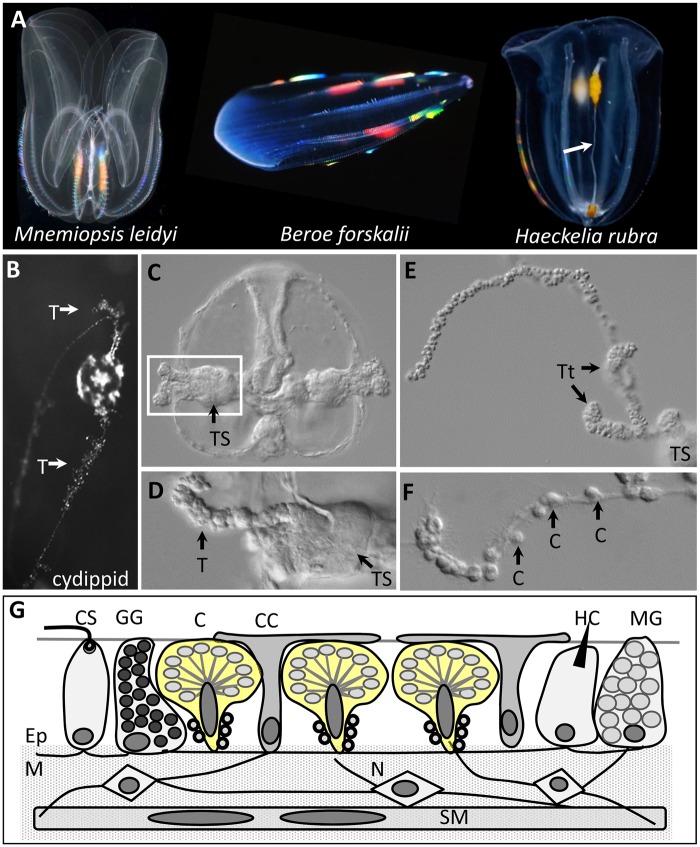
Tentacle morphology varies across ctenophores. (*A*) *Mnemiopsis leidyi* has reduced tentacles as an adult, *Beroe forskalii* lacks tentacles completely, and *Haeckelia rubra* has long unbranched tentacles (white arrow). (*B*) The cydippid (larval) stage of *M. leidyi* has long branched tentacles (T). (*C*) DIC micrograph of a cydippid with tentacles retracted into the tentacle sheath (TS). (*D*) Higher magnification of the boxed area in C showing a branched tentacle (T) emerging from the tentacle sheath. (*E*) Emerging tentacle showing partially contracted side branches (tentilla, Tt). (*F*) Fully extended tentacle showing colloblast islets (C) along the tentacle. (*G*) Tentacle cell types—neurons (N) and smooth muscle cells (SM) are in the mesogleal core (M); colloblasts (C; yellow), covering cells (CC), ciliated sensory cells (CS), granular gland cells (GG), hoplocytes (HC), and mucous gland cells (MG) are in the epidermis (Ep). Images in panel *A* courtesy of Bruno Vellutini (*M. leidyi*) and Steve Haddock (*B. forskalii*, and *H. rubra*).

The tentacles of ctenophores are composed of a central axis of muscle and nerve fibers embedded in a gelatinous extracellular layer (the mesoglea) surrounded by a monolayer of epidermal cells. In many (but not all) species of ctenophore, the tentacles are adorned by numerous side branches (tentilla) and in some ctenophores (e.g., *Euplokamis*), these side branches are extensible and prehensile (Mackie et al. 1988). During feeding, the tentacles and tentilla (when present) are extended or uncoiled into the water column to ensnare passing prey (Mackie et al. 1988; Emson and Whitfield 1991). While colloblasts have been described as the predominant cell type of the tentacle/tentillum epidermis, several other cell types are known to populate these tissues (fig. 1*G*): covering cells, also known as cap cells or support cells, two types of sensory neurons (ciliated sensory cells and hoplocytes/peg cells), and two types of gland cells (mucus-secreting and granular gland cells; Horridge 1965; Emson and Whitfield 1991; Eeckhaut et al. 1997; Borisenko and Ereskovsky 2013; Carre and Carre 1989).

The feeding behaviors of ctenophores are diverse but typically involve entangling prey in the extended tentacles or trapping prey with the oral lobes (Haddock 2007). One group of ctenophores (genus *Haeckelia*) has tentacles devoid of colloblasts; instead, their tentacles are populated by cnidocytes sequestered from their cnidarian prey (Carre and Carre 1980; Mills and Miller 1984). Lacking tentacles completely, ctenophores in the genus *Beroe* (the sister group to *Haeckelia*; Podar et al. 2001; Simion et al. 2015) engulf their prey (other ctenophores) with expanded lips and remove chunks of tissue using “teeth” made from modified cilia (Tamm 1983; Haddock 2007). Many species of lobate ctenophore (e.g., *Mnemiopsis leidyi*, *Bolinopsis infundibulum*) undergo ontogenetic change in their behavior, relying on the use of tentacles in the juvenile stage and oral lobes as adults. In these taxa, the adult tentacles are short and become restricted to an oral fringe following metamorphosis. In contrast, the adult *Beroe* develops directly from an atentaculate larva. Thus, whereas the gene regulatory network underlying the development of tentacles may be downregulated in the adult stage of many lobate species, this network may not function at any stage in beroids.

Although they are a clear example of an evolutionary novelty, little is known about the origin of colloblasts. In this study, we leveraged the evolutionary history of ctenophores (including phylogeny, genes loss, and trait loss) to identify genes specific to this novel cell type. We hypothesized that some of the genes associated with colloblast development would have been lost during the diversification of *Beroe* and *Haeckelia* from their colloblast-bearing ancestor. Likewise, we hypothesized that tentacle genes would have been lost in the stem lineage of *Beroe*. Using comparative transcriptomics, we searched for genes that were present in most ctenophores but were absent from lineages that lack colloblasts and tentacles. We tested the hypothesis that these were trait-specific genes by examining their expression during tentacle morphogenesis in *M. leidyi* using fine-scale temporal RNA-Seq. We further validated these results using adult tissue-specific and cell-specific RNA-Seq data sets. Using this approach, we report the first genetic characterization of the colloblasts, a truly novel and poorly understood cell type.

## Results

### Colloblasts Were Secondarily Lost from *Beroe* + *Haeckelia*

We assembled a species tree using 18S sequences from 36 species of ctenophore (fig. 2). Our tree is congruent with previous reports of relationships among clades within Ctenophora (Podar et al. 2001; Simion et al. 2015; Whelan et al. 2017) and supports both the monophyly of the *Beroe* + *Haeckelia* clade and the position of this clade within the larger clade of colloblast-bearing lineages. This topology confirms that lack of colloblasts and lack of tentacles are derived traits.

**Fig. 2.**
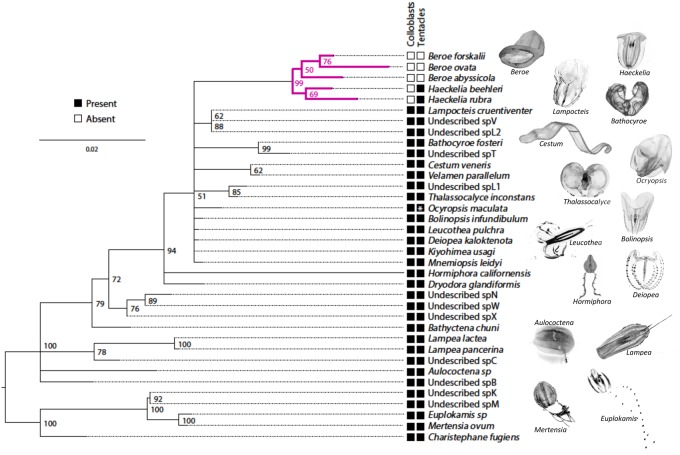
Beroe and *Haeckelia* are nested within Ctenophora. An 18S phylogeny of 36 species of ctenophore. Bootstrap support values are indicated at the nodes and branch length indicates rate of substitution. Clades with <50% bootstrap support have been collapsed. Shaded boxes indicate the presence of the indicated trait. *Indicates the presence of tentacles only in the larval stage.

### Identifying Colloblast and Tentacle Candidate Genes

To identify colloblast and tentacle candidate genes, we searched for genes that were missing from taxa lacking these traits. To do this, we sequenced and assembled transcriptomes from the same 36 taxa, including three species of *Beroe* and two species of *Haeckelia*. In most cases, transcriptomes were generated from adult animals; for *M. leidyi* and *Beroe ovata* transcriptomes were assembled from a combination of adults, embryos, and larvae. Using OrthoFinder (Emms and Kelly 2015), we generated 13,483 groups of orthologous genes, of which 189 contained representatives from at least 70% of all ctenophore taxa (including *M. leidyi*) but lacked *Beroe* and *Haeckelia*. Hereafter we refer to these as “colloblast candidate genes” (fig. 3*A*). Likewise, 165 groups contained orthologs from 70% of the taxa, including *M. leidyi* and at least one species of *Haeckelia*, but lacked *Beroe* (“tentacle candidate genes”). We confirmed that both sets of candidate genes were absent from the transcriptome and also the genome of *B. ovata* (European Nucleotide Archive accession number PRJEB23672).

**Fig. 3.**
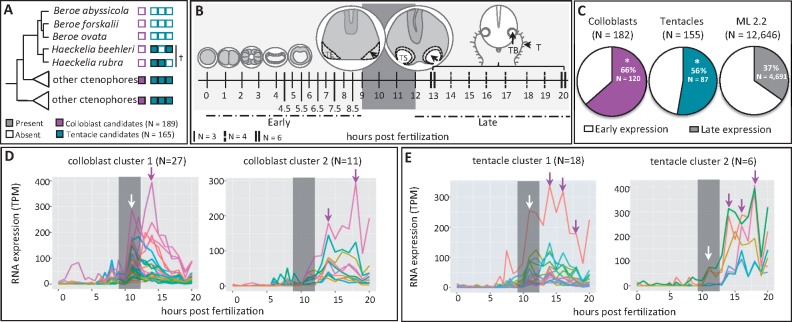
Identifying colloblast and tentacle candidate genes. (*A*) Summarized 18S tree. Colloblast candidates (*N* = 189) were present in ≥70% of the sampled taxa but absent from *Beroe* and *Haeckelia* (magenta boxes). Tentacle candidates (*N* = 165) were present ≥70% of the sampled taxa, including at least one species of *Haeckelia* (dagger), but were absent from *Beroe* (teal boxes). (*B*) Developmental transcriptome sampling for *Mnemiopsis leidyi*. Early cleavage occurs during the first 8 h post fertilization (hpf). A thickened tentacle epithelium (TE) is visible at 9 hpf and invagination of the epithelium to form the tentacle sheath (TS) is complete by 12 hpf. Larval tentacles (T) grow continuously from the tentacle bulb (TB). (*C*) Candidate data sets are enriched for genes expressed during tentacle morphogenesis, relative to gene models from *M. leidyi* (ML2.2) (*P* < 0.0001 for both). (*D*, *E*) The two largest clusters of gene expression profiles identified from candidate genes; colored lines represent different genes. Grey bars denote the 9–12 hpf window highlighted in panel *B*. White arrows indicate peaks in expression during tentacle bulb invagination, magenta arrows indicate peaks during tentacle morphogenesis. TPM—transcripts per million mapped reads.

We hypothesized that colloblast- and tentacle-specific genes would be expressed during or after the onset of tentacle outgrowth (Martindale 1986; Alie et al. 2011). To test this, we examined gene expression during the first 20 h of development in *M. leidyi* using an RNA-Seq time course (fig. 3*B*). 

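The time course was measured with CEL-Seq, a method that barcodes the RNA of single embryos and sequences it from the 3′ end, so that each value is a count of reads assigned to a protein model. Counts of 50 single embryos at 26 time points were used here, with 1 embryo at each time point from 0 to 12 hpf and 4 embryos at each hour from 13 to 20 hpf. The paper also draws on another set of libraries, which was not analysed here. The early window (0–9 hpf) held 15 embryos and the late window (12–20 hpf) held 33. The embryos at 10 and 11 hpf belong to neither. Total counts per embryo ranged from 1119 to 1151164 in the early window (median 797187) and from 18731 to 2079694 in the late window (median 912684). They were 484496 at 10 hpf and 743177 at 11 hpf. The embryo at 0 hpf had 1119 counts, so that 1 count stood for 894 CPM there (CPM is the count scaled by the embryo's total). The other embryos under the median of all embryos (837824) divided by 3 were those at 5.5 hpf (138478 counts), 1 at 15 hpf (18731 counts) and 2 at 19 hpf (134806 and 278730 counts). At least 1 count was found for 15152 of the 16548 models. The libraries split into 2 groups by how their reads were assigned. In 19 embryos (1 to 12 hpf, 1 embryo at 13 hpf and 1 at 20 hpf) 3.2–4.5% of the reads were ambiguous and 45.6–50.7% were not aligned. In 30 embryos at 13–20 hpf 0.7–2.0% were ambiguous and 55.4–78.4% were not aligned. These are called the first and the second library group, and the embryo at 0 hpf is in neither. No embryo of the early window belongs to the second group. Window and library group therefore coincide except for 3 late embryos of the first group, at 12, 13 and 20 hpf. Comparisons of the windows are also given within the first library group (14 early and 3 late embryos) and with the library group as a term in the fit. With that term the change between the windows rests on the same 14 and 3 embryos, and only the spread is estimated over both groups. The 2 are therefore not independent checks. The candidates are those that supplementary file 1 names with an InterProScan match, of which 155 colloblast and 135 tentacle candidates had a count in any embryo. Expression of a model in a window is the mean over its time points of the mean CPM. Changes of single models were tested with edgeR's quasi-likelihood F-test on the counts, with TMM normalization and p-values adjusted by the method of Benjamini and Hochberg. Models are said to have risen, fallen or changed where the adjusted p was under 0.05. The labels do not say whether the embryos of an hour came from 1 spawning, and the tests measure the spread between embryos. In comparisons of the windows this spread, like the SD of a window, also holds change with time within the window.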

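Most colloblast candidates were higher at 12–20 hpf than at 0–9 hpf. Of the 155 colloblast candidates with a count (6 others had none), 141 (91.0%, 95% Wilson interval 85.4–94.5) had the higher mean CPM in the late window. In 95 (61.3%, against 44.9% of all models with a count) the late mean was more than 4 times the early mean. No early count was found for 23 of the 155, where any late count exceeds this ratio. Of the 60 with enough counts to be tested, 51 rose, 6 fell and 3 did not pass the test (51 and 6 when adjusted over the list alone). The largest changes were in 2 models that were nearly silent early. ML003220a, whose InterProScan match is a histone H5 signature, went from 0.400 ± 1.24 CPM (SD, n = 15 embryos) to 625 ± 407 CPM (SD, n = 33), a log2 fold change of 9.84 (standard error 0.71, edgeR adjusted p = 2.6e-18). ML223518a went from 0.156 ± 0.412 to 356 ± 277 CPM, a log2 fold change of 9.94 (standard error 0.78, edgeR adjusted p = 1.48e-17). Both tested models with a MACPF domain, found in proteins that form pores in membranes, rose from 0 early counts. Against a floor of 3 counts over the early window, ML14871a was at least 57.1-fold higher late (18.5 ± 19.3 CPM) and ML03672a at least 45.4-fold higher (14.7 ± 11.3 CPM). All 3 glutaredoxins, enzymes that reduce disulfides with glutathione, rose, and ML047916a went from 4.90 ± 5.30 to 83.5 ± 39.3 CPM. With the library group as a term 2 of the 3 rose. All 5 tested immunoglobulin-like models rose, among them ML004415a with a log2 fold change of 3.01 (standard error 0.43). Of these models 4 of 5 rose with the library group as a term, and 2 of 3 tested within the first library group did. All 4 tested sushi domain models rose, among them ML04419a (6.35 ± 6.49 to 55.1 ± 24.2 CPM). Of the sushi models tested within the first library group 1 of 4 rose, and of those tested with the group as a term 2 of 5 did. With the library group as a term the log2 fold change of ML33072a, 2.82 over all embryos, became −0.62 (edgeR adjusted p = 0.714). Both tested cytochrome P450s, which are monooxygenases, rose, with log2 fold changes of 2.20 for ML049021a and 1.94 for ML12524a. So did both tested models with a von Willebrand factor type D domain, ML01537a and ML223525a (2.99 and 2.55). ML50011a, with EGF-like and lectin domains, rose by 3.50 on the log2 scale, and the nucleoside hydrolase ML003023a by 3.75. Of the 2 carbonic anhydrases, which interconvert carbon dioxide and bicarbonate, ML009152a rose (log2 fold change 2.27) and ML01591a fell (63.4 ± 42.5 to 39.5 ± 31.3 CPM, log2 fold change −0.91). In the first library group alone ML01591a had a log2 fold change of 0.74 (edgeR adjusted p = 0.354). The ion transport model ML07721a rose by 3.40 on the log2 scale, against 0.70 (edgeR adjusted p = 0.733) within the first library group. None of the 6 rhodopsin-like receptors and of the 4 anoctamins had enough counts to be tested. Of the colloblast candidates with a count in the first library group, 109 (75.7%) were higher late there, and of the 45 tested there 12 rose and 1 fell. That 1 was ML086411a, named after its values were seen, which fell by 1.85 on the log2 scale over all embryos and by 1.70 within this group. With the library group as a term in the fit, 34 of 61 tested candidates rose and 1 fell. Leaving out 1 time point moved some folds by over 1.5 times: without 9 hpf the log2 fold change of ML003220a was 11.21 and that of ML223525a 3.20 (3.26 without 8.5 hpf). Without 14 or 17 hpf ML01591a did not pass (−0.66 and −0.60, edgeR adjusted p = 0.0508 and 0.072).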

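Tentacle candidates were also higher late in most cases. Of the 135 tentacle candidates with a count (9 others had none), 120 (88.9%, 95% Wilson interval 82.5–93.1) had the higher mean CPM at 12–20 hpf. In 93 (68.9%, against 44.9% of all models with a count) the late mean was more than 4 times the early mean. No early count was found for 35 of the 135, where any late count exceeds this ratio. Among the 43 tentacle candidates tested, 31 rose, 5 fell and 7 did not pass the test (32 and 5 when adjusted over the list alone). ML05962a, which has immunoglobulin-like and C-type lectin domains, went from 1.33 ± 1.74 CPM (SD, n = 15 embryos) to 69.5 ± 44.5 CPM (SD, n = 33), a log2 fold change of 5.09 (standard error 0.45, edgeR adjusted p = 6.28e-15). The ion transport model ML17746a went from 1.58 ± 2.52 to 61.2 ± 35.0 CPM (log2 fold change 4.93, edgeR adjusted p = 1.26e-14). The zinc transporter ML23402a, of the ZIP family, rose by 4.79 on the log2 scale. Of the enzymes, both tested members of the endonuclease/exonuclease/phosphatase family rose (ML216338a by 4.76 and ML01383a by 4.04 on the log2 scale). The palmitoyl protein thioesterase ML18106a, of a family that removes palmitate from proteins, rose by 3.77 and the beta-hexosaminidase ML07632a by 2.05. With the library group as a term, ML01383a and ML07632a no longer passed, with log2 fold changes of 2.05 and 1.91 (edgeR adjusted p = 0.101 and 0.1002). Sulfotransferases, which add sulfate groups to sugars and other substrates, gave 2 models that rose (ML074410a and ML074411a, log2 fold changes 3.22 and 2.96) and 2 that did not pass. In the first library group neither of the former passed, with log2 fold changes of 2.48 and 2.66 (edgeR adjusted p = 0.0972 and 0.0779). Among immunoglobulin-like models 4 rose and 2 fell. The largest rise was that of ML16904a, which also has a chitin-binding domain (0.379 ± 0.955 to 48.5 ± 46.9 CPM, log2 fold change 6.14, and 2.63 with edgeR adjusted p = 0.155 with the library group as a term). Of the 2 that fell, named after their values were seen, ML05176a had a log2 fold change of −1.38 over all embryos and −0.88 (edgeR adjusted p = 0.316) within the first library group. ML092611a had log2 fold changes of −0.75 and 0.36 (edgeR adjusted p = 0.547). ML11132a, with an immunoglobulin-like fold, rose by 4.34 on the log2 scale over all embryos and by 3.72 (edgeR adjusted p = 0.00556) within the first library group. Of the EF-hand models, which bind calcium, ML01571a and ML273210a rose (log2 fold changes 4.53 and 2.28) and ML01511a fell from 321 ± 151 to 179 ± 31.8 CPM. The rhodopsin-like receptor ML223513a rose by 2.70 on the log2 scale, and ML14247a, with Kazal and von Willebrand factor type D domains, by 5.54. Some tentacle families had no member with enough counts to be tested between the windows over all embryos. These were the ephrin receptor-like (6 candidates), epithelial sodium channel (3), ankyrin repeat (4), protein O-mannosyl-transferase (2) and galactose-binding-like (5) families. Of 110 tentacle candidates with a count in the first library group, 82 (74.5%) were higher late there, and of the 28 tested there 5 rose and none fell by edgeR (11 and 1 at an unadjusted p under 0.05). With the library group as a term 23 of 43 rose and 1 fell. Some folds moved by over 1.5 times without 1 time point. Log2 fold changes were 5.89, 4.73 and 7.00 for ML216338a, ML01383a and ML16904a without 9 hpf, and 6.14 and 3.55 for ML23402a and ML074411a without 8.5 hpf. They were 5.62, 3.38 and 2.71 for ML01571a, ML223513a and ML07632a without 7 hpf, 4.98 for ML18106a without 7.5 hpf and 6.30 for ML14247a without 8 hpf.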

After removing genes with no expression (7/189 colloblast genes and 10/165 tentacle genes), we found that 66% (120/182 genes) of the expressed colloblast candidates and 56% (87/155 genes) of the expressed tentacle candidates had higher abundance during tentacle morphogenesis (12–20 h post fertilization, hpf) than during early development (0–9 hpf; fig. 3*C*). We compared this to the number of *M. leidyi* protein models (ML2.2; https://research.nhgri.nih.gov/mnemiopsis/; last accessed September 10, 2018) which were expressed during this time course (12,646/16,548 models) and found that only 37% of the protein models (4,691/12,646 models) exhibited higher expression during tentacle morphogenesis. 

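Most protein models, too, were higher in the late window. Of the 15152 models with a count, 11259 (74.3%, 95% Wilson interval 73.6–75.0) had the higher mean CPM at 12–20 hpf. In 6804 models the late mean was more than 4 times the early mean. No count was found for 2709 models in the early window and for 57 in the late window. The late window holds 33 embryos against 15 early ones, which can raise the share for models with few counts. Within the first library group the share was 53.2% (6999 of 13162 models with a count there, interval 52.3–54.0). With 1 late embryo of this group at a time it was 48.9% for the embryo at 12 hpf, 38.8% for that at 13 hpf and 43.9% for that at 20 hpf. Here 1 embryo is set against a mean over 14 early ones, which can lower the share for models with few counts. The shares rank as the total counts of these embryos do (1265333 at 12 hpf, 606527 at 20 hpf and 414804 at 13 hpf). At the same hour, 73.0% of 13314 models at 13 hpf and 69.0% of 13201 models at 20 hpf were higher in the mean of the 3 embryos of the second library group than in the embryo of the first. Averaging raises this share, which with 1 embryo against 1 was 62.1–71.3% at 13 hpf and 52.4–67.8% at 20 hpf. Among 6707 models with enough counts to be tested, 2983 rose and 2107 fell. The split depends on the scaling, as 58.6% of the changed models rose with TMM and 75.6% with the RLE factors (3793 rose and 1227 fell). The median log2 fold change of all tested models was 0.28 with TMM and 0.75 with RLE. With 1 coefficient per time point, 3302 rose and 209 fell. This setting gives the embryo at 0 hpf, with 1119 counts, the same weight as each other early time point. Only 473 models had a count there, which can lower the early average. In the first library group 804 rose and 676 fell of 6058 tested. Of the 1931 models that rose over all embryos and could be tested there, 759 also rose and 4 fell. With the library group as a term 1713 rose and 1001 fell. Of the models outside the paper's lists, the 2 that rose and the 2 that fell with the smallest p changed in the first library group as well. ML13061a went from 0.942 ± 1.90 CPM (SD, n = 15 embryos) to 279.5 ± 118 CPM (SD, n = 33), a log2 fold change of 7.52 (7.83 within the first group, and 8.18 without 6 hpf). ML06814a rose by 6.98 on the log2 scale (6.89 within the first group). ML07801a went from 718 ± 292 to 59.5 ± 26.0 CPM (log2 fold change −3.58, and −2.57 within the first group). ML135619a went from 469 ± 285 to 38.4 ± 13.2 CPM (−3.64 and −3.30). The paper starts from the hypothesis that genes of colloblasts and tentacles are expressed from the onset of tentacle outgrowth. It takes the share among all protein models as the background and concludes from random sampling against it that both sets are enriched for late-expressed genes.

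**Figure D1:**
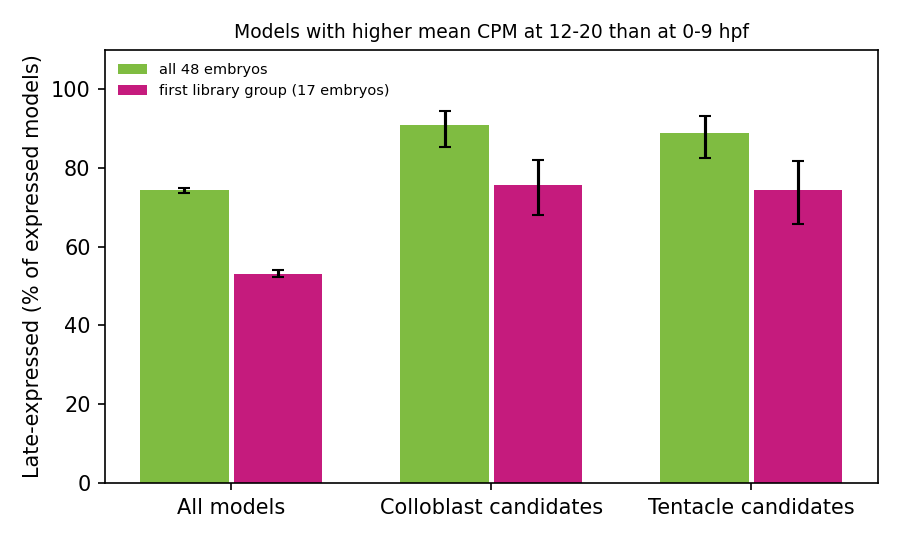
Percent of models with a higher mean CPM at 12–20 hpf than at 0–9 hpf (y axis) for all protein models, colloblast candidates and tentacle candidates, over all embryos of both windows (green) and within the first library group (magenta); error bars are 95% Wilson intervals. Both candidate bars lie above the bar of all models, at 91.0% and 88.9% against 74.3% over all embryos and at 75.7% and 74.5% against 53.2% within the first library group.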

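Both candidate lists, which hold only candidates with an InterProScan match (155 colloblast and 135 tentacle candidates with a count), held more late-expressed models than random sets of protein models of the same size. The random sets were drawn from all models with a count, so that having a match is not held equal. Random sets were on average 74.3% late-expressed. None of 10000 sets reached the colloblast count and none the tentacle count (one-sided permutation p = 0.0001 for each list, the smallest that 10000 sets can give). Against random sets matched on mean CPM, which were 77.9% and 79.4% late-expressed, the one-sided permutation p was 0.0001 for colloblast and 0.0018 for tentacle candidates. In the first library group the permutation p was again the smallest possible for both lists, against random sets at 53.1%. There, with the embryo at 13 hpf as the only late one and all 15152 models as the background, the tentacle list no longer passed (38.5% against 32.3% of all models, permutation p = 0.0722). As a set, colloblast candidates rose more than the other tested models (limma camera with a preset correlation of 0.01, p = 5.13e-07, adjusted over the 2 lists p = 1.03e-06), and so did tentacle candidates (p = 3.61e-05). Neither list passed with the correlation between its models estimated from the data (adjusted p = 0.0852 with an estimated correlation for each). In the first library group alone camera gave p = 0.000343 for colloblast and p = 0.0148 for tentacle candidates (p = 0.173 and p = 0.332 with an estimated correlation). With the library group as a term, where the change rests on the same 3 late embryos, both lists passed (limma camera adjusted p = 7.65e-05 and 0.000411 over the lists tested). Immunoglobulin-like models and glutaredoxins among colloblast candidates rose as sets against the other models by limma camera (adjusted p = 0.0154 and 0.0286 over the lists tested). Neither passed with an estimated correlation (limma camera adjusted p = 0.119 and 0.144) or with the library group as a term (limma camera adjusted p = 0.0906 and 0.222), nor did the immunoglobulin-like models within the first library group (limma camera adjusted p = 0.068). Sushi domain models did not pass by limma camera (adjusted p = 0.122). Among tentacle candidates, neither sulfotransferases (adjusted p = 0.1104) nor EF-hand models (adjusted p = 0.257) nor immunoglobulin-like models (adjusted p = 0.0896) passed by limma camera.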

Using a random sampling approach (see Materials and Methods), we found that both sets of candidate genes were significantly enriched for late-expressed genes (*P* < 0.0001 for each).

Next, we used quality threshold (QT) clustering (Heyer et al. 1999) to group candidate genes with similar expression patterns. 

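In both main clusters of colloblast candidates, the members that could be tested rose after early development. In the larger cluster all 21 members with enough counts to be tested rose, and in the smaller all 11 did (21 and 11 when adjusted over the list alone). The study chose the clusters partly on these embryos, so this is not independent evidence of their direction. Of members that could be tested within the first library group, 13 of 18 and 2 of 5 rose there. In the fit with the library group as a term 20 of 22 and 8 of 11 did. Of the larger cluster, the models with the highest mean over 13–20 hpf were ML150914a, ML15994a and ML15632a. ML150914a, with a PAN/apple domain, went from 23.1 ± 14.9 CPM (SD, n = 14 embryos, without that at 0 hpf) to 196 ± 138 CPM (SD, n = 33), with an edgeR log2 fold change of 2.76 over all embryos and 2.25 within the first library group. ML15994a, a protease of the papain family, went from 11.7 ± 16.9 to 149 ± 48.6 CPM (log2 fold change 3.24, and 3.03 within the first group). ML15632a went from 8.47 ± 10.6 to 122 ± 35.5 CPM, with a log2 fold change of 3.48 within the first group. The smaller cluster was led by ML46084a, which went from 0.922 ± 2.38 to 209 ± 141 CPM (log2 fold change 7.31, standard error 0.56, edgeR adjusted p = 3.6e-17, and a log2 fold change of 6.98 within the first group). It also holds the diacylglycerol kinase ML398315a (log2 fold change 4.59), an enzyme that phosphorylates diacylglycerol. Another member, ML01434a, rose by 5.36 on the log2 scale (2.72 with edgeR adjusted p = 0.0622 with the library group as a term). Without 6.5 hpf the log2 fold change of ML46084a was 8.71, and without 9 hpf that of ML398315a was 5.49.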

Among colloblast candidates, the two largest clusters consisted of 27 and 11 genes (fig. 3*D*). The cluster containing 27 genes was characterized by a peak in expression at 11 hpf followed by a second peak at 14 hpf whereas genes in the cluster containing 11 genes first peaked at 14 hpf with a second peak at 18 hpf. 

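The larger cluster of colloblast candidates was highest around 13 and 14 hpf and lower at later hours. Each embryo was given a cluster score, the mean over members of the CPM divided by that model's mean over the 26 time points. The score of the larger cluster was 1.44 at 10 hpf, 1.77 at 11 hpf and 2.07 at 12 hpf (1 embryo each). It was 2.63 ± 0.44 at 13 hpf (SD, n = 4 embryos), 2.54 ± 0.32 at 14 hpf and 1.61 ± 0.28 at 20 hpf. The score at 20 hpf was below that at 13 hpf in a comparison added after the profiles were seen (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 allow, adjusted p = 0.0571 over 8 comparisons). At 14 hpf it was not shown to differ from 13 hpf (p = 0.714) or 15 hpf (p = 0.229) in exact permutation tests. At 11 hpf, 9 of the 27 members were above both 10 and 12 hpf, and the score lay between those of its neighbours. The score of the smaller cluster was 0.46 at 11 hpf and 0.59 at 12 hpf (1 embryo each). It was 2.46 ± 1.18 at 13 hpf (n = 4), 2.45 ± 0.30 at 14 hpf, 2.94 ± 0.69 at 18 hpf, 3.14 ± 0.60 at 19 hpf and 2.48 ± 1.01 at 20 hpf. Exact permutation tests gave p = 1.0 and p = 0.886 for 14 hpf against 13 and 15 hpf, and p = 0.686 and p = 0.657 for 18 hpf against 17 and 19 hpf. Over the 18 such comparisons of the colloblast and tentacle clusters no adjusted p was below 0.294, and for any to pass at least 11 of them would have to reach the smallest p. The step between 12 and 13 hpf coincides with the change of library group. At 13 hpf the embryo of the first group scored 2.01 in the larger and 0.774 in the smaller cluster, against 2.63–2.98 and 2.68–3.55 in the 3 embryos of the second group. Among single members, the immunoglobulin-like model ML004415a went from 162 CPM at 13 hpf to 44.3 CPM at 20 hpf (edgeR adjusted p = 0.000247 across 13–20 hpf). The cytochrome P450 ML049021a went from 125 to 45.3 CPM. ML46084a of the smaller cluster went from 85.8 CPM at 13 hpf to 382 CPM at 18 hpf. In all, 5 of 27 and 2 of 11 members changed across 13–20 hpf (5 and 2 when adjusted over the list alone). So did 12 of the 90 colloblast candidates tested (15 when adjusted over the list alone).

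**Figure D2:**
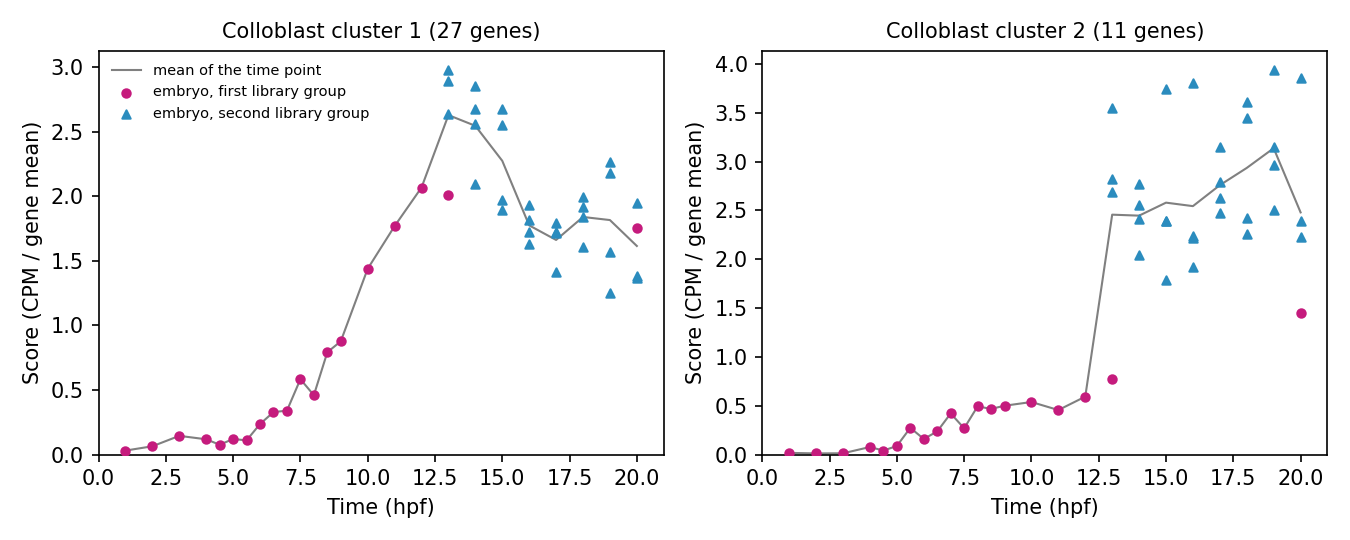
Cluster score (y axis, mean over members of CPM relative to the model's mean over time points) against hours post fertilization (x axis) for the clusters of 27 and 11 colloblast candidates, with 1 symbol per embryo (magenta circles, first library group; blue triangles, second library group) and the mean of each time point as a grey line; the embryo at 0 hpf is not drawn. The mean of the larger cluster is 2.63 at 13 hpf and 1.61 at 20 hpf, and that of the smaller goes from 0.59 at 12 hpf to 2.46 at 13 hpf.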

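In both main clusters of tentacle candidates the members that could be tested likewise rose late. All 16 tested members of the larger cluster and all 6 of the smaller rose (16 and 6 when adjusted over the list alone), which is not independent evidence, since the study chose the clusters partly on these embryos. Only 6 members of the larger and 1 of the smaller could be tested within the first library group, of which 4 and 1 rose. In the fit with the library group as a term 15 of 16 and 4 of 6 rose. As a set the smaller cluster passed over all embryos (limma camera adjusted p = 0.00154), but neither with this term (limma camera adjusted p = 0.0871) nor with an estimated correlation (limma camera adjusted p = 0.144). The larger cluster was led by the tetraspanin ML010519a, a membrane protein, which went from 22.2 ± 30.7 CPM (SD, n = 15 embryos) to 237 ± 88.1 CPM (SD, n = 33), with an edgeR log2 fold change of 3.01 (3.42 within the first library group). ML148942a, which matches WW domain-binding protein 1, went from 12.5 ± 13.7 CPM (SD, n = 14, without the embryo at 0 hpf) to 84.5 ± 25.5 CPM (log2 fold change 2.51 over all embryos, and 2.71 within the first group). The smaller cluster holds ML13917a, of the family of PLC-like phosphodiesterases, which went from 0.167 ± 0.648 to 23.7 ± 25.9 CPM (log2 fold change 5.97, edgeR adjusted p = 2.56e-09, and a log2 fold change of 7.25 without 8.5 hpf). It also holds the lectin ML05962a and the EF-hand model ML01571a, whose log2 fold change within the first group was 3.54 (edgeR adjusted p = 0.0158).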

The two largest clusters of tentacle candidates consisted of 18 and 6 genes (fig. 3*E*). Both clusters exhibited an early peak at 11 hpf followed by peaks at 14 hpf, 16 hpf, and 18 hpf. 

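The smaller cluster of tentacle candidates was several times higher at 18–20 hpf than at 13 hpf, whereas the means of the larger stayed between 2.1 and 2.86 from 13 hpf on. The score of the larger cluster was 0.79 at 10 hpf, 0.93 at 11 hpf and 1.14 at 12 hpf (1 embryo each). It was 2.32 ± 0.46 at 13 hpf (SD, n = 4 embryos), 2.86 ± 0.20 at 14 hpf, 2.36 ± 0.14 at 16 hpf and 2.46 ± 0.26 at 18 hpf. The smaller cluster scored 0.287 at 11 hpf and 0.245 at 12 hpf (1 embryo each). It then scored 0.815 ± 0.36 at 13 hpf (n = 4), 1.51 ± 0.43 at 14 hpf, 3.06 ± 0.76 at 16 hpf, 4.84 ± 0.97 at 18 hpf and 4.76 ± 2.06 at 20 hpf. Every embryo at 18 hpf scored above every embryo at 13 hpf, with an adjusted p of 0.0571 in the exact permutation tests added after the profiles were seen. In the larger cluster, exact permutation tests gave p = 0.0857 and p = 0.743 for 14 hpf against 13 and 15 hpf. The exact tests gave p = 0.6 and p = 0.0857 for 16 hpf against 15 and 17 hpf, and p = 0.114 and p = 0.971 for 18 hpf against 17 and 19 hpf. In the smaller cluster the exact tests gave p = 0.0571 for 14 hpf against either neighbour, p = 0.114 and p = 0.629 for 16 hpf, and p = 0.0286 and p = 0.914 for 18 hpf. None of these passed once adjusted. The score at 14 hpf was 1.11 times that of the higher neighbour in the larger cluster and 0.64 times in the smaller. At 11 hpf, 5 of 18 and 3 of 6 members were above both 10 and 12 hpf. At 13 hpf the embryo of the first library group scored 1.66 and 0.402, below the 3 embryos of the second group (2.36–2.65 and 0.644–1.19). At 20 hpf that of the first group scored 1.58 and 1.86, again below them (2.02–2.70 and 4.75–6.29). ML13917a went from 1.71 CPM at 13 hpf to 68.7 CPM at 20 hpf (edgeR adjusted p = 5.05e-07 across 13–20 hpf). The chitin-binding model ML16904a went from 4.84 CPM at 13 hpf to 102 CPM at 18 hpf (edgeR adjusted p = 2.92e-05). In the larger cluster ML14247a changed (edgeR adjusted p = 0.011), with its highest mean at 19 hpf. In all, 1 of 18 and 4 of 6 members changed across 13–20 hpf (2 and 6 when adjusted over the list alone). So did 7 of the 63 tentacle candidates tested (8 when adjusted over the list alone).

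**Figure D3:**
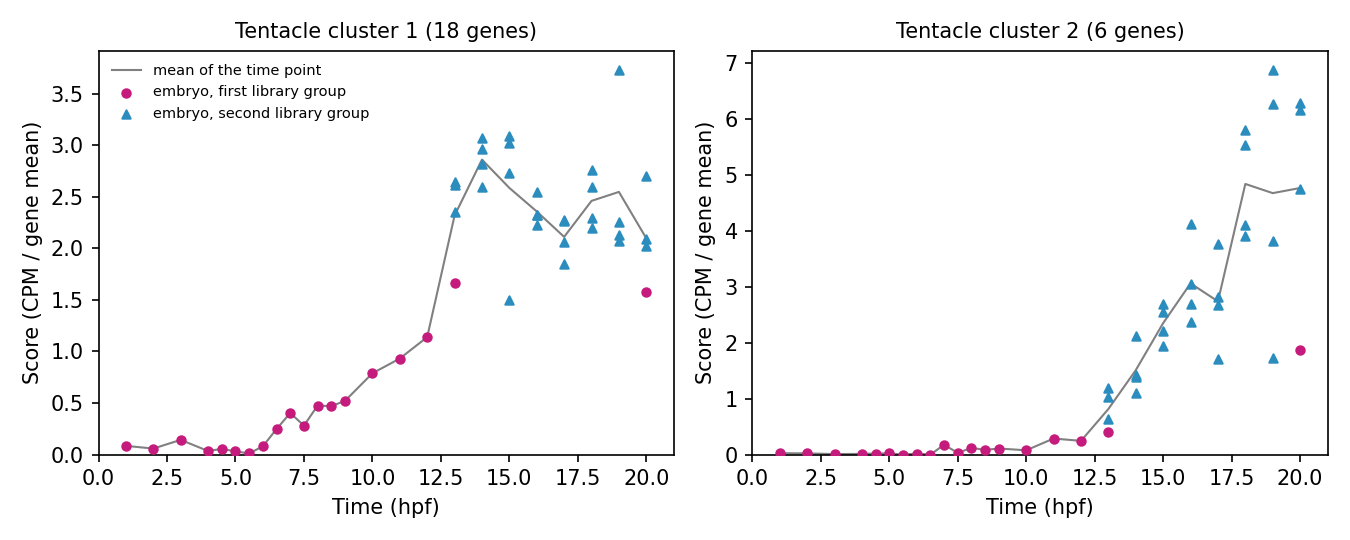
Cluster score (y axis) against hours post fertilization (x axis) for the clusters of 18 and 6 tentacle candidates, drawn as for the colloblast clusters with 1 symbol per embryo (magenta circles, first library group; blue triangles, second), the mean of each time point as a grey line, and without the embryo at 0 hpf. The mean of the smaller cluster goes from 0.815 at 13 hpf to 4.84 at 18 hpf.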

(Accession numbers for clustered genes are provided in supplementary file 1, Supplementary Material online.)

We further validated the colloblast and tentacle candidates by examining their expression in two adult tissues: tentacle bulbs and comb rows (fig. 4*A*). Over 70% of the candidate genes were also expressed in the adult tissues we sampled (*N* = 138/189 colloblast candidates, *N* = 130/165 tentacle candidates). Using differential expression analysis, we found that 33% of the colloblast candidates (*N* = 46/138) and 20% of the tentacle candidates (*N* = 26/130) were significantly upregulated in the tentacle bulb compared with the comb row (fig. 4*B*). Both sets of candidates were significantly enriched for tentacle bulb expression, compared with randomly selected data sets (*P* < 0.0001 for both).

**Fig. 4.**
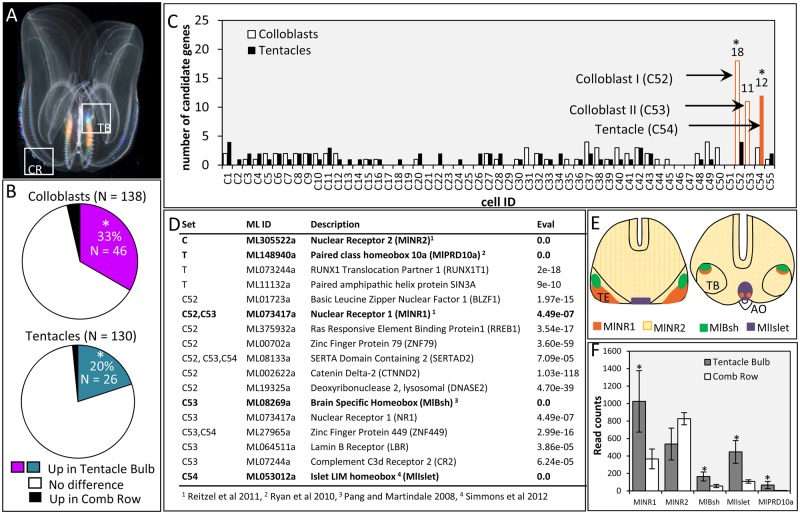
Colloblast and tentacle candidates are expressed together in adult *Mnemiopsis leidyi*. (*A*) Tissue sampling protocol for tentacle bulb (TB) and comb row (CR) transcriptome sequencing. (*B*) Over 70% of the colloblast and tentacle candidate genes were expressed in adult tissues (*N* = 138/189 colloblast candidates, *N* = 130/165 tentacle candidates). In both data sets, a significant proportion of the expressed genes (*P* < 0.0001 for both colloblast and tentacle candidates) were upregulated in the tentacle bulb, relative to the comb row (≥2 log_2_-fold change, padj < 0.05). (*C*) There was a significant cluster of colloblast candidates in cell C52 (*P* < 0.0001), with a second cluster in cell C53. Tentacle candidates clustered significantly in cell C54 (*P* = 0.0015). Cell IDs refer to single-cell sequencing results reported in Sebe-Pedros, Chomsky, et al. (2018). (*D*) Seventeen transcription factors were identified from colloblast candidates (C), tentacle candidates (T), or cells C52, C53, or C54 using GO terms GO: 0003677, GO: 0003700, GO: 0006351, and GO: 0006355. *E*-values represent the reciprocal best BLAST hit in the human genome, except for genes already identified from *M. leidyi* (Eval = 0.0). Only significant hits (*E* ≤ 1*e*–03) are shown. Genes previously characterized by in situ hybridization are indicated in bold. (*E*) Summarized expression of *MlNR1*, *MlNR2*, *MlBsh*, and *MlIslet* in the presumptive tentacle epithelium (TE), the invaginated tentacle bulb (TB), and near the apical organ (AO) during embryonic development. (*F*) Read counts for previously characterized transcription factors in tissues from adult *M. leidyi*. *MlNR1*, *MlBsh*, *MlIslet*, and *MlPRD10A* are significantly upregulated (≥2 log_2_-fold change) in the tentacle bulb (*MlNR1 P* = 0.004, *MlBsh P* = 0.010, *MlIslet P* < 0.001, *MlPRD10A P* = 0.026). MlNR2 is not differentially expressed (*P* = 0.893).

Using a published data set reporting differential expression of genes across individual cell types in *M. leidyi* (Sebe-Pedros, Chomsky, et al. 2018), we found significant clustering of colloblast candidate genes (*N* = 18) in a single cell (C52; *P* < 0.0001) and another large cluster (*N* = 11) of colloblast candidates in a second cell (C53; fig. 4*C*). We also found significant clustering of tentacle candidates (*N* = 12) in a third cell (C54, *P* = 0.0015). The remaining expressed candidate genes were distributed across the other cell types, none of which had a cluster of more than four candidate genes. Cells C52, C53, and C54 were undescribed by Sebe-Pedros, Chomsky, et al. (2018); however, based on the significant overrepresentation of candidate genes in these cells, we suggest that C52 and C53 are colloblasts and C54 is another tentacle-specific cell type.

To characterize these putative colloblast and tentacle cell types further, we first searched both sets of candidates and all genes expressed in cells C52, C53, and C54 for transcription factors that have been previously characterized in *M. leidyi* (Pang and Martindale 2008; Jackson et al. 2010; Pang et al. 2010; Yamada et al. 2010; Pang et al. 2011; Reitzel et al. 2011; Schnitzler et al. 2012; Simmons et al. 2012; Schnitzler et al. 2014; Reitzel et al. 2016). Additionally, we performed reciprocal BLAST of these data sets against the human proteome and annotated the results of both searches using Gene Ontology (GO). To identify transcription factors, we searched specifically for the following GO terms: GO: 0003677—DNA binding; GO: 0003700—DNA binding, transcription factor activity; GO: 0006351—transcription, DNA templated; and GO: 0006355—regulation of transcription, DNA templated. These combined approaches led to the discovery of seventeen transcription factors (fig. 4*D*), five of which have been previously studied in *M. leidyi*: Nuclear Receptor 2 (*MlNR2*, ML305522a) from the colloblast candidate data set, Paired Class Homeobox 10a (*MlPRD10a*, ML148940a) from the tentacle candidate data set, Nuclear Receptor 1 (*MlNR1*, ML073417a) from cells C52 and C53, Brain Specific Homeobox (*MlBsh*, ML08269a) from cell C53, and the LIM Homeobox gene Islet (*MlIslet*, ML053012a) from cell C54 (Pang and Martindale 2008; Ryan et al. 2010; Reitzel et al. 2011; Simmons et al. 2012). Four of these (excluding MlPRD10a) have been previously characterized during embryonic development in *M. leidyi* using in situ hybridization. Whereas *MlNR2* is expressed ubiquitously throughout development, *MlNR1* is expressed in the tentacle bulb and apical organ, *MlBsh* is restricted to the tentacle bulb, and *MlIslet* is restricted to the apical organ (fig. 4*E*). Using tissue-specific transcriptomes from adults, we confirmed that *MlNR1*, *MlBsh*, *MlIslet*, and *MlPRD10a* are all upregulated in the tentacle bulb, relative to the comb rows (fig. 4*F*). *MlNR2* was expressed in both tentacle bulbs and comb rows but was not differentially expressed.

### Characterizing Candidate Genes

Consistent with other studies of metazoan novelties (Johnson and Tsutsui 2011; Babonis et al. 2016), we hypothesized that the set of colloblast candidates would be enriched for novel (ctenophore-specific) genes. To test this, we used a reciprocal BLAST strategy to search candidate genes against a database of animal genomes (fig. 5*A*); we considered genes that lacked significant hits outside of Ctenophora (*E* ≥ 1*e*-02) to be ctenophore-specific. Over 40% (79/189) of the colloblast candidates were ctenophore-specific, whereas only 28% (46/165) of the tentacle candidates and 29% (4,766/16,548) of all protein models (ML2.2) were ctenophore-specific (fig. 5*B*). Random sampling confirmed that colloblast candidates were significantly enriched for novel genes (*P* < 0.0001) whereas tentacle candidates were not (*P* = 0.643).

**Fig. 5.**
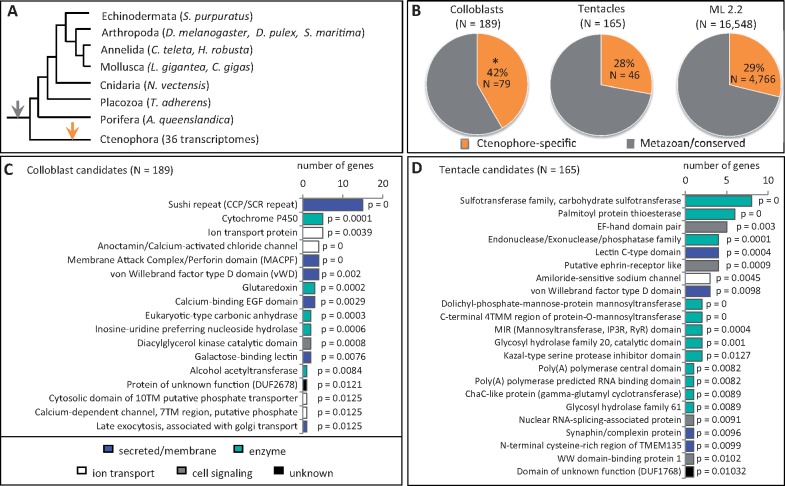
Ontology of candidate genes. (*A*) Cladogram of the taxa used to identify ctenophore-specific genes. Genes with significant BLAST hits (*E* ≤ 1*e*–02) to taxa other than Ctenophora are assumed to have been present in the common ancestor of all animals (grey arrow). Genes lacking significant hits to other metazoan taxa are assumed to have originated after ctenophores diverged from the rest of animals or to have been lost in the stem lineage giving rise to the rest of animals (orange arrow). (*B*) Ctenophore-specific genes (orange) are significantly enriched in the set of late-expressed colloblast candidates (*P* = 0.0007), but comprise similar proportions of the tentacle candidate genes and complete set of protein models from *Mnemiopsis leidyi* (ML 2.2). (*C*, *D*) Overrepresented annotations from colloblast and tentacle candidates, relative to ML2.2 protein model annotations.

To evaluate their putative function, we annotated both sets of candidate genes against the InterPro Consortium database using Interproscan (Jones et al. 2014). We found that 61% (116/189) of the colloblast candidates and 76% (125/165) of the tentacle candidates were annotated (supplementary file 1, Supplementary Material online). We further identified 17 GO terms that were significantly overrepresented in colloblast candidates (fig. 5*C*) and 22 GO terms significantly overrepresented in tentacle candidates (fig. 5*D*). Among colloblast candidates, overrepresented categories were largely associated with secretion/cell membrane recognition (e.g., sushi/SCR, MACPF, vWD, Ca-EGF, lectin, golgi transport) and enzymes involved in cellular metabolism (e.g., cytochrome P450, glutaredoxin, carbonic anhydrase, nucleoside hydrolase, acetyltransferase). Among tentacle candidates, the largest overrepresented category consisted of enzymes involved in posttranslational modification (i.e., sulfotransferase, thioesterase, phosphatase, mannosyltransferase, glycosyl hydrolase, cyclotransferase).

### Searching for Ctenophore Adhesive Proteins

We used BLAST to search candidate genes against a set of known adhesive proteins from other invertebrates (Hennebert et al. 2015). (Sequences provided in supplementary file 2, Supplementary Material online.) Five colloblast candidates and four tentacle candidates had significant hits to adhesive proteins (*E* ≤ 1*e*–03), yet each of these genes had better hits to other proteins in the Uniprot database (www.uniprot.org; table 1). Next, we compared protein family (Pfam) domains from the known adhesives to domains identified from candidate genes using Interproscan. From the 48 confirmed adhesive proteins, we identified 17 Pfam domains. One domain was shared among all three data sets (von Willebrand factor type D domain, PF00094), one was shared by adhesives and colloblasts only (EGF-like calcium-binding domain, PF07645), and one was shared by adhesives and tentacles (Chitin binding domain, PF01607). Consistent with our BLAST results, neither colloblast- nor tentacle candidates exhibited significant overlap with Pfam domains from known adhesives (colloblasts *P* = 0.5008, tentacles *P* = 0.4459).

**Table 1.** Putative Adhesive Genes from Colloblast (C) and Tentacle (T) Data Sets. Only Significant Hits (≤1*E*–03) are Shown.

Set	ML Gene ID	Top hit—Adhesives	*E*-Value	Top Hit—Uniprot	*E*-Value
C	ML020113a^a^	ABR68008.1 matrilin-like 85 kDa protein (*Ambigolimax valentianus*)	6.16*E*–11	O89103|C1QR1_MOUSE Complement component C1q receptor (*Mus musculus*)	1.37*e*–20
C	ML056914a	ABR68008.1 matrilin-like 85 kDa protein (*Ambigolimax valentianus*)	3.12 *E*–10	Q14246|AGRE1_HUMAN Adhesion G protein-coupled receptor E1 (*Homo sapiens*)	5.55*e*–25
C	ML50011a	ABR68008.1 matrilin-like 85 kDa protein (*Ambigolimax valentianus*)	2.35 *E*–08	O08999|LTBP2_MOUSE Latent-transforming growth factor beta-binding protein 2 (*Mus musculus*)	7.16*e*–24
C	ML223525a^a^	AHN92641.1 sea star footprint protein 1 (*Asterias rubens*)	3.04 *E*–06	Q9HC84|MUC5B_HUMAN Mucin-5B (*Homo sapiens*)	1.91e–15
C	ML32223a^a^	AHN92641.1 sea star footprint protein 1 (*Asterias rubens*)	1.19 *E*–06	Q9Y493|ZAN_HUMAN Zonadhesin (*Homo sapiens*)	8.27*e*–16
T	ML14246a	AHN92641.1 sea star footprint protein 1 (*Asterias rubens*)	1.15 *E*–12	Q02817|MUC2_HUMAN Mucin-2 (*Homo sapiens*)	1.22*e*–17
T	ML14247a^a^	AHN92641.1 sea star footprint protein 1 (*Asterias rubens*)	3.07 *E*–12	Q9HC84|MUC5B_HUMAN Mucin-5B (*Homo sapiens*)	3.79*e*–17
T	ML154123a^a^	AHN92641.1 sea star footprint protein 1 (*Asterias rubens*)	8.48 *E*–09	Q02817|MUC2_HUMAN Mucin-2 (*Homo sapiens*)	3.51*e*–13
T	ML056959a	AFP57565.1 aggregate gland silk factor 1, partial (*Latrodectus hesperus*)	1.34 *E*–10	A2VD00|EIF3A_XENLA Eukaryotic translation initiation factor 3 subunit A (*Xenopus laevis*)	2.72*e*–22

Note.—Candidate genes were searched using BLAST against a database of empirically derived adhesive genes concatenated with the complete Uniprot database.

a Indicates presence of signal peptide. ML gene IDs refer to ML2.2 (https://research.nhgri.nih.gov/mnemiopsis/).

Given that we did not find strong BLAST support for the homology of candidate genes and proteins from other biological adhesives, we searched instead for features known to be enriched among described adhesive proteins, including: secretion signal peptide, single-pass transmembrane domains, and regions of low sequence complexity (Waite et al. 2005; Endrizzi and Stewart 2009). Using SignalP (Petersen et al. 2011) and TMHMM (Krogh et al. 2001), we found that 28% (53/189) of the colloblast candidates encoded a signal peptide and 36% (68/189) encoded one or more transmembrane domains (fig. 6*A* and *B*). By comparison, 19% (31/165) of tentacle candidates encoded a signal peptide and 36% (59/165) encoded transmembrane domains. Both sets of candidate genes were significantly enriched for signal peptides and transmembrane domains, relative to random sets drawn from ML2.2 (*P* < 0.0001, for both). The number of transmembrane domains varied from 1 to 9 among colloblast candidates and from 1 to 13 among tentacle candidates (fig. 6*C*), although the number of transmembrane domains in these candidate gene sets did not differ significantly from samples drawn randomly from ML2.2 (colloblasts *P* = 0.5961, tentacles *P* = 0.4756). Therefore, neither set of candidate genes was enriched for single-pass transmembrane domains. Finally, we assessed sequences in both data sets for regions of low complexity using the program Segmasker (Wootton 1994). Contrary to our expectations based on other biological adhesives, colloblast and tentacle candidates were not enriched for regions of low-complexity (colloblasts *P* = 0.427, tentacles *P* = 0.98).

**Fig. 6.**
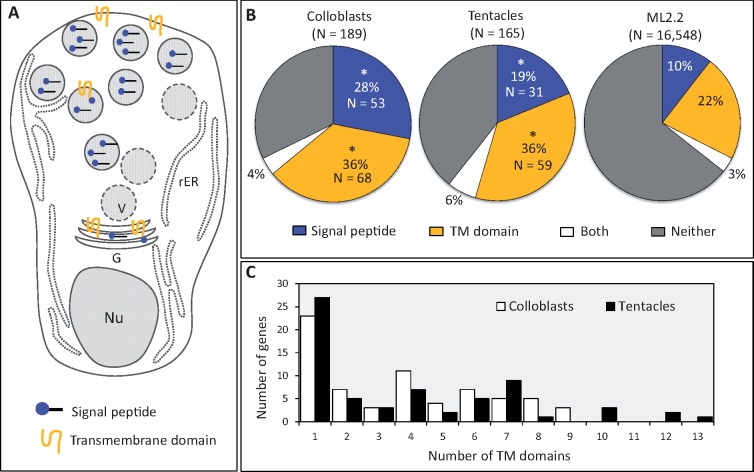
Identification of features associated with subcellular localization. (*A*) Diagram of an immature colloblast after Storch and Lehnert-Moritz (1974) showing developing secretory vesicles. (*B*) Both colloblast and tentacle candidates were significantly enriched for genes encoding signal peptides (blue) and transmembrane domains (yellow) (*P* < 0.0001 for all). (*C*) Number of genes encoding single- and multi-pass transmembrane domains from colloblast and tentacle candidates.

### Searching for Ctenophore Toxin Proteins

Moss et al. (2001) suggested the possibility that colloblasts or other secretory cells in ctenophores may secrete a toxin. To test this hypothesis, we used BLAST to search both sets of candidate genes against a database of known animal venoms/toxins, referred to hereafter as “ToxProt” (Jungo et al. 2012). From the colloblast candidates, we identified a single gene (ML263512a) with a significant match in the ToxProt database (*E* ≤ 1*e*–03); however, this gene had better hits to Uniprot proteins outside of the ToxProt database (table 2). Among tentacle candidates, we identified 12 sequences with significant hits in the ToxProt database, only one of which (ML435831a) had an equivalent/better hit to a protein in the ToxProt database than to any nontoxin proteins in the Uniprot database.

**Table 2.** Putative toxin Genes from Colloblast (C) and Tentacle (T) Data Sets. Only Significant Hits (*E* ≤ 1*e*–03) are Shown.

Set	ML Gene ID	Top Hit—ToxProt	*E*-Value	Top Hit—Uniprot	*E*-Value
C	ML263512a	Q25338|LITD_LATTR Delta-latroinsectotoxin-Lt1a *Latrodectus tredecimguttatus* (Mediterranean black widow spider)	5.37*E*–07	G5E8K5|ANK3_MOUSE Ankyrin-3 *Mus musculus* (mouse)	3.32*e*–12
T	ML01511a	Q3SB11|CALGL_TROCA Calglandulin *Tropidechis carinatus* (Australian rough-scaled snake)	3.68*E*–12	P02595|CALM_PATSP Calmodulin *Patinopecten* sp. (scallop)	1.19*e*–24
T	ML01571a	Q3SB11|CALGL_TROCA Calglandulin *Tropidechis carinatus* (Australian rough-scaled snake)	3.52*E*–27	P24044|CALM_PLAFA Calmodulin *Plasmodium falciparum*	7.35*e*–39
T	ML01786a	Q66S03|LECG_THANI Galactose-specific lectin nattectin *Thalassophryne nattereri* (Copper Joe toadfish)	5.93*E*–07	P82596|PLC_HALLA Perlucin *Haliotis laevigata* (Smooth Australian abalone)	2.17*e*–09
T	ML056959a	Q66S03|LECG_THANI Galactose-specific lectin nattectin *Thalassophryne nattereri* (Copper Joe toadfish)	6.35*E*–05	A2VD00|EIF3A_XENLA Eukaryotic translation initiation factor 3 subunit A *Xenopus laevis* (African clawed frog)	2.73*e*–22
T	ML056965a	A3FM55|LECM1_HYDHA C-type lectin 1 *Hydrophis hardwickii* (Hardwick’s spine-bellied seasnake)	2.97*E*–05	P21328|RTJK_DROME RNA-directed DNA polymerase from mobile element jockey *Drosophila melanogaster* (fruit fly)	1.98*e*–16
T	ML070216a	Q3SB11|CALGL_TROCA Calglandulin *Tropidechis carinatus* (Australian rough-scaled snake)	2.87*E*–13	P25071|CML12_ARATH Calmodulin-like protein 12 *Arabidopsis thaliana* (Mouse-ear cress)	5.02*e*–30
T	ML075218a	Q02989|LITA_LATTR Alpha-latroinsectotoxin-Lt1a *Latrodectus tredecimguttatus* (Mediterranean black widow spider)	5.69*E*–06	P16157|ANK1_HUMAN Ankyrin-1 *Homo sapiens* (human)	3.50*e*–10
T	ML14246a	P0DKM9|TU11_LOPAL Turripeptide OL11-like *Lophiotoma albina* (Sea snail)	2.72*E*–04	Q02817|MUC2_HUMAN Mucin-2 *Homo sapiens* (human)	1.22*e*–17
T	ML273210a	Q8AY75|CALGL_BOTIN Calglandulin *Bothrops insularis* (Golden lancehead snake)	5.69*E*–25	P27164|CALM3_PETHY Calmodulin-related protein *Petunia hybrida* (Petunia)	3.94*e*–56
T	ML35385a	G0LXV8|LATA_LATHA Alpha-latrotoxin-Lh1a *Latrodectus hasseltii* (Redback spider)	1.14*E*–06	Q8Q0U0|Y045_METMA Putative ankyrin repeat protein MM_0045 *Methanosarcina mazei* (anaerobic archaeobacter)	4.38*e*–14
T	**ML435831a**^a^^,^^b^	**P58912|TX60B_PHYSE DELTA-alicitoxin-Pse2b *Phyllodiscus semoni* (Night anemone)**	**1.20*E*–20**	**P58912|TX60B_PHYSE DELTA-alicitoxin-Pse2b *Phyllodiscus semoni* (Night anemone)**	**1.20*e*–20**
T	ML45397a	Q9XZC0|LCTA_LATTR Alpha-latrocrustotoxin-Lt1a *Latrodectus tredecimguttatus* (Mediterranean black widow spider)	1.37*E*–10	Q5ZLC8|ANR52_CHICK Serine/threonine-protein phosphatase 6 regulatory ankyrin repeat subunit C *Gallus gallus* (chicken)	1.90*e*–14

Note.—Candidate genes were searched using BLAST against a database of known animal venom/toxin genes (ToxProt) concatenated with the complete Uniprot database.

a Indicates presence of signal peptide.

b indicates an equivalent or better hit in the ToxProt database. ML gene IDs refer to ML2.2 (https://research.nhgri.nih.gov/mnemiopsis/).

We then compared Pfam domains from the ToxProt database with domains from the colloblast and tentacle data sets. From the 6,665 genes in ToxProt, we identified 174 Pfam domains. Four domains were shared among all three data sets: Ankyrin repeat-containing domain (PF12796), Membrane attack complex component/perforin (MACPF) domain (PF01823), Thrombospondin type-1 (TSP1) repeat (PF00090), and Thyroglobulin type-1 (PF00086); three domains were shared between ToxProt and colloblasts only: Beta-propeller repeat TECPR (PF06462), DNA/RNA nonspecific endonuclease (PF01223), Immunoglobulin domain (PF13927); and five domains were shared between ToxProt and tentacles only: Ankyrin repeat (PF00023, PF13637), C-type lectin-like (PF00059), EF-hand domain (PF13499, PF13833), Kazal domain (PF00050, PF07648), and ShK domain (PF01549). Contrary to our expectations, neither set of candidates exhibited significant overlap with ToxProt Pfam domains (colloblasts *P* = 0.7987, tentacles *P* = 0.0873).

Finally, we searched the suite of genes identified from cells C52, C53, and C54 (Sebe-Pedros, Chomsky, et al. 2018) against the ToxProt database to determine if there was additional support for the secretion of toxins in these putative tentacle cell types. We identified five cells with significant clusters of ToxProt genes: C17 (*P* = 0.016), C21 (*P* = 0.036), C25 (*P* = 0.037), C47 (*P* = 0.029), and C54 (*P* = 0.020; supplementary fig. 1, Supplementary Material online). Cell C54 was identified by the authors only by the presence of a protein with an ShK domain, a domain originally identified from sea anemone toxins.

### A Common Origin for Colloblasts and Neurons

Although cell fate has been fairly well characterized in *M. leidyi* (Martindale and Henry 1997; Martindale and Henry 1999; Henry and Martindale 2001), previous studies of cell fate have been performed only up to the 60-cell (pregastrula) stage; as such, little is known about the fate of cells differentiating at later stages of development. To characterize the developmental origin of the colloblasts in *M. leidyi*, we randomly labeled single cells in the vicinity of the presumptive tentacle epithelium in late gastrula stage embryos with a fluorescent dye (DiI; fig. 7*A*–*D*) and allowed embryos to develop to the cydippid stage, as previously described. From 28 embryos with individually labeled cells, we recovered seven cydippids (25%) with labeled colloblasts on the side corresponding to the injected micromere. Surprisingly, all seven of these cydippids also exhibited DiI-labeled neurons, either in the floor of the apical organ (fig. 7*E*–*G*) or in the peripheral nerve net (fig. 7*H*), suggesting that colloblasts and neurons differentiate from a common progenitor that acquires its identity after gastrulation.

**Fig. 7.**
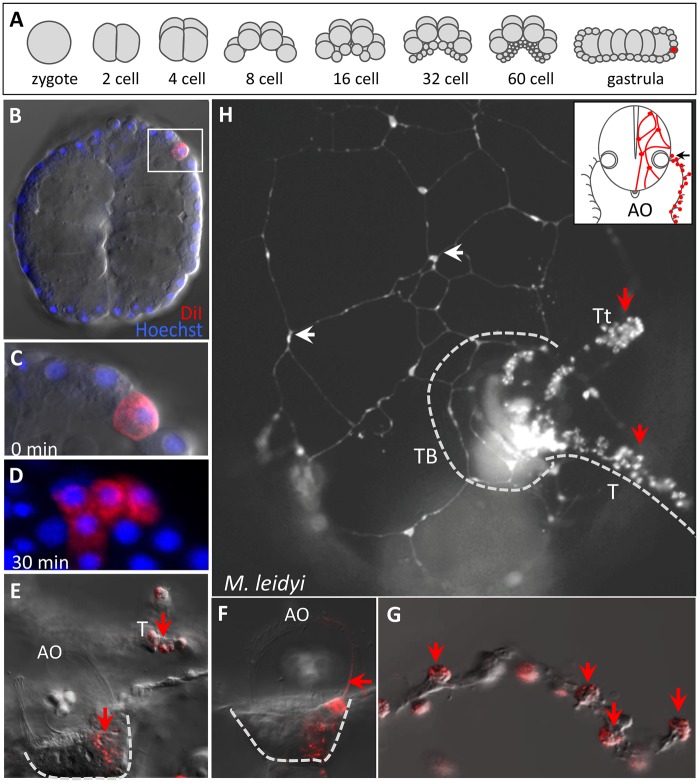
Neurons and colloblasts share a common progenitor. (*A*) Embryonic cleavage stages in *Mnemiopsis leidyi*. Random micromeres (red) were injected at the late gastrula stage. (*B*) Optical section of a live gastrula immediately following injection of DiI (red); nuclei are labeled with Hoechst. (*C*) High magnification image of the boxed area in B showing a single injected micromere. (*D*) High magnification image of a clone of labeled cells 30 min after DiI injection. (*E*–*G*) A live cydippid larva with two labeled populations of cells: in the floor plate of the apical organ (AO) and the colloblasts of the tentacle (T). (*E*) Both cell populations are depicted in a single focal plane. (*F*) A different focal plane showing labeling of cells and dome cilia (arrow) on one side of the apical organ. (*G*) High magnification image of the extended tentacle; colloblasts (arrows) are the only labeled cells in the tentacle. (*H*) Cydippid larva with DiI-labeled neurons of the subepidermal nerve net in the body wall (white arrows) and colloblasts (red arrows); the animal is viewed from the tentacular plane (black arrow) as summarized in the inset. TB—tentacle bulb, T—tentacle, Tt—tentilla.

### No Common Origin for Colloblasts and Cnidocytes

We tested the hypothesis that colloblasts and cnidocytes share a common evolutionary origin by searching for orthologous genes in these two cell types. Using OrthoFinder, we generated orthology groups using protein models from *M. leidyi* and the sea anemone *Nematostella vectensis.* From this analysis, we identified four groups containing at least one candidate gene (colloblast or tentacle) and at least one of the proteins identified as cnidocyte-specific in a recent study using single-cell sequencing from *N. vectensis* (Sebe-Pedros, Saudemont, et al. 2018; table 3).

**Table 3.** Orthology Groups Containing Colloblast (C) or Tentacle (T) Candidates from *M. leidyi* and Cnidocyte Genes from *N. vectensis*.

Set	ML Gene ID	NV Gene ID	Others in Group	Description
C	ML020113a, ML056914a, ML50011a	NVJ_2203	ML282520a, NVJ_108241, NVJ_113453, NVJ_117150, NVJ_117297, NVJ_119340, NVJ_123710, NVJ_129169, NVJ_137797, NVJ_142234, NVJ_146869, NVJ_154796, NVJ_157742, NVJ_16432, NVJ_198567, NVJ_202189, NVJ_208146, NVJ_209642, NVJ_210066, NVJ_223762, NVJ_224641, NVJ_22881, NVJ_2483, NVJ_3250, NVJ_32913, NVJ_37776, NVJ_46752, NVJ_48353, NVJ_61301, NVJ_67572, NVJ_6789, NVJ_70073, NVJ_79239, NVJ_79524, NVJ_80132, NVJ_80370, NVJ_83827, NVJ_84687, NVJ_87211, NVJ_87454, NVJ_89626, NVJ_9760, NVJ_99210	Fibrillin; Latent-transforming growth factor beta-binding protein 4
C	ML305522a	NVJ_165424	NVJ_101676, NVJ_108851, NVJ_114090, NVJ_132075, NVJ_134436, NVJ_167880, NVJ_169225, NVJ_183874, NVJ_189134, NVJ_203423, NVJ_209681, NVJ_242271, NVJ_89471, NVJ_93844, NVJ_94673, NVJ_99425	Nuclear receptor; Retinoic acid receptor RXR-gamma-B
T	ML00965a	NVJ_99284, NVJ_175881		Protein O-mannosyl-transferase 2
T	ML10468a, ML435831a	NVJ_200058	ML41821a, ML020060a, NVJ_109596, NVJ_1099, NVJ_1115, NVJ_1173, NVJ_166322, NVJ_196985, NVJ_205444, NVJ_211816	DELTA-alicitoxin/sea anemone venom protein

Note.—Cnidocyte genes were extracted from Sebe-Pedros, Saudemont, et al. 2018. ML gene IDs refer to ML2.2 (https://research.nhgri.nih.gov/mnemiopsis/). NV gene ID refers to the *N. vectensis* genome (https://genome.jgi.doe.gov/Nemve1/Nemve1.home.html, last accessed September 10, 2018).

Two groups included colloblast candidates and cnidocyte genes; the first group contains orthologs of fibrillin, a glycoprotein component of the extracellular matrix, and the second contains orthologs of retinoic acid receptors (RxRs). Upon closer inspection, the colloblast candidate in this latter group turned out to be the previously studied nuclear receptor *MlNR2* (Reitzel et al. 2011). We used BLAST to search *MlNR2* against *B. ovata* and confirmed that this gene is missing from both the transcriptome and the genome of *B. ovata*. The other two groups contained tentacle candidates and cnidocyte genes. The first of these contained orthologs of protein-O-mannosyl transferase 2, an important regulator of protein glycosylation. Genes in the second group share homology with DELTA-alicitoxin, a pore-forming toxin from sea anemones. Compared with data sets sampled randomly from ML2.2, orthology groups containing cnidocyte genes were not significantly enriched for colloblast (*P* = 0.8519) or tentacle (*P* = 0.7869) candidates.

## Discussion

First described nearly 200 years ago (Eschscholtz 1829), ctenophores remain a poorly understood group of animals. By combining phylogeny, natural variation in morphology, analyses of embryonic and adult gene expression, and detailed sequence annotations, we have identified and characterized genes associated with tentacle-specific cell types. While we recognize the possibility that our data sets may include genes not associated with these traits, the overrepresentation of late-expressed genes (fig. 3*C*) with numerous peaks in expression (fig. 3*D* and *E*), significant upregulation in the adult tentacle bulb (fig. 4*B*), and significant clustering in specific isolated cell types (fig. 4*C*), suggests this approach was effective for identifying genes associated with tentacle cell identity.

As part of this work, we have likely uncovered novel components of an undescribed biological adhesive. Consistent with other adhesives, colloblast candidate genes were enriched for domains associated with secretion, membrane recognition, and subcellular protein trafficking (fig. 5, supplementary file 1, Supplementary Material online). Furthermore, colloblast candidates were enriched for a hydrophobic N-terminal signal peptide (fig. 6). Signal peptides are important for directing proteins to the vesicles in numerous secretory cell types including cnidocytes (Anderluh et al. 2000), cells from venom glands (Jones et al. 1992), and adhesive-secreting cells from other animal groups (Hennebert et al. 2015). Thus, the genes we identified as colloblast candidates are consistent with the genes expected to be expressed in a cell undergoing synthesis, packaging, and storage of secreted proteins.

Surprisingly, we found no BLAST support for the homology of colloblast candidates with other biological adhesive proteins (table 1) and, unlike other biological adhesives, colloblast candidates were not enriched for regions of low-complexity. Combined with the overrepresentation of ctenophore-specific genes among colloblast candidates (fig. 5), our results suggest that the origin of the colloblast adhesive was largely independent from the evolution of adhesives in other biological systems. Unlike other animal adhesives (e.g., sea star foot protein, mussel byssal threads), the colloblast adhesive must be fast-acting (“instantaneous”) but need not be permanent (Flammang et al. 2009) and these constraints may have facilitated the origin of an adhesive with unique properties in the stem ctenophore. Indeed, we suggest that rapid evolution of existing genes (Martin-Duran et al. 2017), resulting in *de novo* acquisitions of novel peptide motifs may have promoted the origin of the colloblast adhesive.

We further leveraged the secondary loss of tentacles in the genus *Beroe* to identify compelling candidate genes for future studies of other tentacle specific cell types in ctenophores. Tentacle candidates were enriched for signal peptides as well as enzymes involved in posttranslational protein modification (figs. 5 and 6, supplementary file 1, Supplementary Material online). One intriguing interpretation is that these enzyme-rich tentacle secretory cells are some type of gland cell engaged in the production and secretion of a ctenophore toxin. In support of this, we identified one gene from the tentacle candidates (ML435831a) that encodes both a signal peptide and a MACPF domain, and appears to be an ortholog of actinoporin, a pore-forming DELTA-alicitoxin found in sea anemone cnidocytes (table 3; Oshiro et al. 2004; Rachamim et al. 2015). Further supporting the potential role of this tentacle cell type in producing a toxin, we demonstrate significant clustering of tentacle candidates (fig. 4*F*) in a single cell (C54) that also expresses the largest number of genes with significant hits in the ToxProt database (supplementary fig. 1, Supplementary Material online). While empirical observations are essential for evaluating the function of this cell type, these results suggest that ctenophores may incapacitate their prey by secretion of pore-forming toxins from a tentacle specific gland cell. A toxin-secreting cell may have provided many ecological benefits, even among taxa lacking colloblasts, which could explain why this cell type may have been retained in *Haeckelia*.

Notably, both data sets (colloblast and tentacle candidate genes) were largely devoid of transcription factors. Essential for activating and/or repressing the expression of effector genes (e.g., secreted or structural products), transcription factors are known to be highly pleiotropic, regulating gene expression in numerous regulatory networks. *Sox* genes, for example, are likely involved in tentacle morphogenesis based on their expression in the tentacle bulb of both *M. leidyi* and *Pleurobrachia bachei* (Jager et al. 2008; Schnitzler et al. 2014); however, the fact that each *Sox* gene is expressed in additional domains outside of the tentacle bulbs in both species suggests these genes play many roles in the development of ctenophores. Consistent with this, *Sox* genes were not identified among the colloblast or tentacle candidates and the transcriptome of *B. ovata* encodes complete orthologs of all six ctenophore *Sox* genes (supplementary file 3, Supplementary Material online).

Annotation of both the candidate gene data sets and the putative colloblast (C52, C53) and tentacle (C54) cell types published previously (Sebe-Pedros, Chomsky, et al. 2018) enabled us to identify seventeen putative transcription factors that may play a role in patterning tentacle-specific cell types in *M. leidyi* (fig. 4*D*–*F*). Possible colloblast transcription factors (*MlNR1*, *MlNR2*, and *MlBsh*) are all known to be expressed in the tentacle bulb during tentacle morphogenesis (Pang and Martindale 2008; Reitzel et al. 2011) and we demonstrate significant upregulation of *MlNR1* and *MlBsh* in the adult tentacle bulb as well. The role of the putative toxin cell transcription factors (*MlIslet* and *MlPRD10a*) is not as clear. While both are upregulated in the adult tentacle bulb, *MlIslet* does not appear to be expressed in the tentacle primordia during embryonic development (Simmons et al. 2012) and the spatial expression of *MlPRD10a* has not been characterized (Ryan et al. 2010). Intriguingly, the genome of *B. ovata* encodes clear orthologs of *MlNR1*, *MlBsh*, and *MlIslet*, but lacks orthologs of *MlNR2* and *MlPRD10a*. Given that *MlNR2* and *MlPRD10a* were identified as candidate genes from our phylogenetic analysis, we propose that knockdown of these genes in *M. leidyi* should result in loss of colloblasts and other tentacle-specific secretory cells.

Surprisingly, our data suggest a common embryological origin for colloblasts and neurons, as both cell lineages appear to be the descendants of a single micromere labeled in the late gastrula stage in *M. leidyi* (fig. 7). Previous cell lineage studies performed at earlier stages of development found that neural and epidermal cells arose from a common precursor (Martindale and Henry 1997; Martindale and Henry 1999). Our results extend these observations, showing that epidermal cells differentiate from this common lineage before the separation of the neuronal and colloblast identities, as only the latter two cell types arose from micromeres labeled at later stages of development. This confirms a closer embryological relationship of the latter two cell types. Assuming that neurons are homologous across ctenophores (Hernandez-Nicaise 1973), these results imply that the loss of colloblasts resulted from disruption of the colloblast-specific branch of this lineage, independent of the segregation of neurons. Considering that ctenophores in the genus *Haeckelia* have tentacle bulbs and tentacles but lack colloblasts, we further suggest that the loss of colloblasts was independent of the development of the tentacle bulb. Additional studies of cell fate during embryogenesis in ctenophores with and without tentacle bulbs would shed much needed light on the evolution of morphological diversity in this group.

The shared embryological origin of colloblasts and neurons underscores one striking commonality between colloblasts and cnidocytes, as both cell types differentiate from a progenitor cell that also gives rise to neurons (Richards and Rentzsch 2014; Flici et al. 2017). Importantly, however, we found no additional evidence of a shared origin for these two cell types. Indeed, we found that colloblasts and cnidocytes express largely unique suites of genes as only four orthology groups were identified from among the hundreds of colloblast and cnidocyte candidates (table 3). Thus, rather than inferring the origin of some ancestral colloblast/cnidocyte prototype, we suggest that these novel secretory cell types arose independently in each lineage by co-option of a progenitor cell that already had the capacity for regulated cell secretion (fig. 8). Assuming nervous systems are homologous across animals (Jekely et al. 2015; Ryan and Chiodin 2015), it is likely that this progenitor cell already gave rise to neurons and possibly other secretory cell types in the ancestor to the lineage encompassing ctenophores, cnidarians, and bilaterians (inset A, fig. 8). Studies characterizing the development of the epidermal sensory organs (sensilla) in flies support this explanation for the origin of novel secretory cells in bilaterians as well, since both the neural and secretory cells (thecogen, tormogen, and trichogen cells) underlying the sensilla also differentiate from a common progenitor (inset B; Hartenstein and Posakony 1989).

**Fig. 8.**
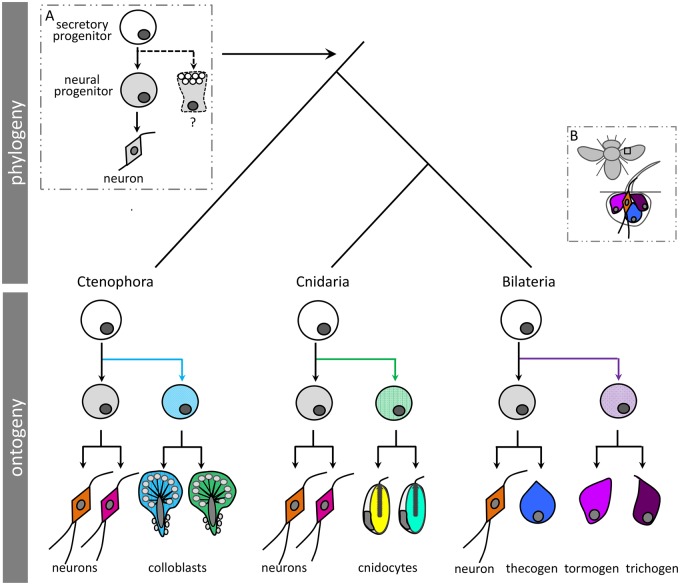
A possible scenario for the origin of secretory cell diversity in animals. (*A*) The common ancestor to ctenophores, cnidarians, and bilaterians may have already had a secretory cell progenitor (white) giving rise to neurons and some other unspecialized secretory cell. This pathway may have been independently co-opted (colored lines) to give rise to novel secretory cell types in ctenophores, cnidarians, and bilaterians. (*B*) The common origin of the neural and secretory cells responsible for making the sensory apparatus in flies supports this hypothesis in bilaterians. Sponges and placozoans have been excluded for simplicity.

The relationship of specialized animal secretory cells to neurons suggests that there may be some underlying property of “neural” progenitor cells that makes them more likely to give rise to novel cell types. Because of their critical role in cell–cell communication, neurons have a phenotype that enables the packaging, storage, and delayed secretion of their products. It is possible that this pathway is easy to co-opt for other secretory functions, which could explain why multiple independent lineages of novel cell types seem to have evolved from a progenitor giving rise to neurons. Alternatively, cells that secrete a novel product may simply be easy to positively identify as novel cell types, artificially inflating the relationship of neurons to novelty. Considering *Sox* genes are expressed in the common progenitor of neurons and cnidocytes in cnidarians (Richards and Rentzsch 2014) and in the tentacle bulb of ctenophores (Jager et al. 2008; Schnitzler et al. 2014), we suggest that *Sox* genes may be good candidates for conferring general secretory cell identity across metazoans. Understanding the origin of other types of secretory cells (e.g., gland cells) in ctenophores and cnidarians and characterizing their developmental relationship to colloblasts/cnidocytes and neurons will be important for further assessing the ubiquity of this relationship between *Sox* gene expression and secretory cell phenotype.

The candidate genes described here now form the basis of future investigations into the origin, differentiation, and development of colloblasts and other tentacle-specific cell types in ctenophores. Future studies aimed at constructing the regulatory networks underlying ctenophore secretory cells (including neurons, colloblasts, and gland cells) will provide a unique opportunity to simultaneously characterize the poorly understood nervous system of ctenophores and probe the process by which novel secretory cells evolve. Cells with novel functions can be important for facilitating expansion into new ecological niches, ultimately promoting speciation and diversification. Over evolutionary time, *Beroe* and *Haeckelia* have transitioned to prey types (other ctenophores and cnidarians, respectively) that are atypical for ctenophores, suggesting trophic specialization and evolutionary loss of cell types may have facilitated diversification in Ctenophora.

## Materials and Methods

### Animal Collection, Tissue Processing, and Transcriptome Assembly

Most specimens were collected during blue-water dives or using remotely operated-underwater vehicles from a region of the Eastern Central Pacific near the Monterey Bay Aquarium Research Institute (Moss Landing, CA), as described previously (Francis et al. 2015). These samples were snap frozen in liquid nitrogen and sequenced using a paired-end sequencing protocol at the University of Utah on an Illumina HiSeq 2000 platform with 100 amplification cycles. Briefly, read order was randomized and low-quality reads, adapters, and repeats were removed. For efficiency, subsets of reads were used to assemble transcriptomes. Assembly was performed with both Velvet/Oases v1.2.09/0.2.08 (Zerbino and Birney 2008; Schulz et al. 2012) and Trinity r2012-10-05 (Grabherr et al. 2011). Transcripts from both assemblers were combined and redundant sequences were removed using the sequniq utility in the GenomeTools package (Gremme et al. 2013).

For the developmental transcriptome series, adult *M. leidyi* were collected from the estuary behind the University of Florida’s Whitney Laboratory for Marine Bioscience (St. Augustine, FL) and maintained in the dark for 8 h to induce spawning. Zygotes were collected before first cleavage (time 0) and embryos were collected every 30–60 min for the first 20 h of development. Embryos were collected individually (*N* = 3–6 embryos per time) and snap frozen on dry ice. Samples were prepared and sequenced on an Illumina HiSeq 2500, as described previously (Levin et al. 2016). *B. ovata* was collected from a public boat ramp on the Intracoastal Waterway in Port Orange, FL. Adults were spawned in the lab following the protocol for *M. leidyi* and embryos were collected individually (*N* = 4 per collection time) at 0, 6, 10, and 20 h post fertilization. RNA was extracted from all 16 embryos and from 4 adults and sent to the Genomic Sequencing and Analysis Facility at the University of Texas, Austin, for library preparation and sequencing on an Illumina HiSeq 2500.

For validation of putative colloblast and tentacle genes, we assembled tissue-specific transcriptomes from adult *M. leidyi* collected from the estuary behind the Whitney Lab. Tissues (tentacle bulbs and comb rows) were freshly isolated from wild caught animals and snap frozen on dry ice. RNA extraction, library preparation, and sequencing were performed by the Interdisciplinary Center for Biotechnology Research at the University of Florida. Three independent replicates of each tissue were sequenced on a single lane of a HiSeq 3000 using a paired-end protocol. Differential expression analysis was performed using DESeq2 v1.20.0 (Love et al. 2014) in R v3.5.0 (R Core Development Team, 2008). Transcripts with ≥2 log_2_-fold change and an adjusted *P*-value ≤ 0.05 were considered differentially expressed. Raw sequence data have been deposited in the European Nucleotide Archive (accession PRJEB28334).

### Phylogenetics/18S Tree

We aligned 18S sequences from 36 ctenophores using MAFFT with default parameters (Nakamura et al. 2018). Trees were generated using three approaches: IQ-TREE v1.5.5 (Nguyen et al. 2015), RAxML (Stamatakis 2014) with 10 maximum parsimony starting trees, and RAxML with 10 random starting trees. A likelihood value for each tree was generated using RAxML; the tree produced by IQ-TREE had the highest likelihood value. We used AfterPhylo v0.9.1 (https://github.com/qiyunzhu/AfterPhylo; last accessed September 10, 2018) to create a tree that collapsed all branches with <50% bootstrap support.

### Identification and Annotation of Candidate Genes

To identify genes that had been lost in the lineage of ctenophores lacking colloblasts (*Beroe* + *Haeckelia*), we first created orthologous gene groups for the complete transcriptomes of all 36 species of ctenophore using OrthoFinder v1.1.8 (Emms and Kelly 2015). Colloblast candidates were genes present in orthology groups containing ≥70% of the taxa (including *M. leidyi*) but were missing from all three species of *Beroe* (*B. ovata*, *B. forskalii*, and *B. abyssicola*) and from both species of *Haeckelia* (*H. rubra* and *H. beehleri*). Requiring these genes to be present in at least 70% of the transcriptomes (rather than 100%) allowed us to account for stochasticity in gene expression (i.e., genes not expressed at the time the animal was collected) and for gene losses that did not affect the maintenance of colloblasts. The number of candidate genes we recover varies considerably when we allow this cutoff to range from 50% to 100%, but there was no clear choice for the single best proportion to use (supplementary fig. 2, Supplementary Material online). We arbitrarily chose 70% but FASTA files of candidate genes recovered for all other cutoffs are provided in the GitHub Repository for this publication: https://github.com/josephryan/2018-Babonis_et_al_Ryan. Tentacle candidates were present in orthology groups containing ≥70% of the taxa (including *M. leidyi* and at least one species of *Haeckelia*) but lacking any species of *Beroe*. Three character states were possible for genes expressed in *Haeckelia* (see dagger, fig. 3*A*): present in both species, present in *H. rubra* only, or present in *H. beehleri* only. In each case, *Haeckelia* was counted toward the 70% total required to constitute ubiquitous expression across ctenophores.

### Temporal Expression of Candidate Genes in *M. leidyi* Embryos

We examined the expression of candidate genes during embryonic development in *M. leidyi* using stage-specific RNA-Seq data (NCBI GEO accessions GSE60478 and GSE111748). First, we removed colloblast and tentacle candidate genes with no expression (*N* = 7/189 colloblast candidates and *N* = 10/165 tentacle candidates with TPM = 0 at all time points). We also removed sequences with no expression from the ML2.2 (https://research.nhgri.nih.gov/mnemiopsis/) protein models (*N* = 3, 902/16, 548 genes with TPM = 0 at all time points). We then compared ratios of late gene expression (after the onset of tentacle morphogenesis; 12–20 hpf) to early gene expression (0–9 hpf). Late-expressed genes were those with a ratio >1. We searched the set of gene models (ML2.2) using the same approach. We used QT clustering (Heyer et al. 1999) to cluster candidate genes with similar expression patterns.

### Cell Specific Expression of Candidate Genes

We examined the distribution of candidate genes across individual cells from adult *M. leidyi* isolated for single cell sequencing by Sebe-Pedros, Chomsky, et al. (2018). Significant clustering of candidate genes in individual cells was assessed with 10,000 random draws of similarly sized data sets.

### Identifying Ctenophore-Specific Genes

To test the hypothesis that phylum-specific cell types are enriched in novel proteins (encoded by phylum-specific genes), we first examined the colloblast and tentacle data sets for ctenophore-specific genes using alien_index (https://github.com/josephryan/alien_index). In brief, this method uses a reciprocal BLAST strategy to identify taxon-specific genes as those which have sufficiently poor matches (*E* > 1*e*–02) to taxa outside Ctenophora. Genomes for nonctenophore metazoan taxa examined in this study were downloaded from EnsemblMetazoa on January 21, 2016 and consist of the following: *Amphimedon queenslandica* (Porifera), *Capitella teleta* (Annelida), *Crassostrea gigas* (Mollusca), *Daphnia pulex* (Arthropoda), *Drosophila melanogaster* (Arthropoda), *Helobdella robusta* (Annelida), *Lottia gigantea* (Mollusca), *N. vectensis* (Cnidaria), *Strigamia maritima* (Arthropoda), *Strongylocentrotus purpuratus* (Echinodermata), *Trichoplax adhaerens* (Placozoa). Genes that lacked significant hits in this database of animal taxa were considered ctenophore-specific. We also used Interproscan v5.26-65.0 (Jones et al. 2014) to annotate candidate genes against the InterPro Consortium database using the default settings. These analyses were used to evaluate the percentage of candidate genes with annotations. GO annotations had previously been assigned to *M. leidyi* gene models (ML2.2) using Trinotate (Levin et al. 2016).

### Presence of Signal Peptides and Transmembrane Domains in Target Genes

We searched candidate genes for signal peptides using SignalP v4.1 (Petersen et al. 2011) and for transmembrane domains using TMHMM v2.0 (Krogh et al. 2001). Generally, the genome of *M. leidyi* encodes fewer signal peptides and transmembrane domains than does the human genome (supplementary fig. 3, Supplementary Material online); however, this may simply reflect the fact that ctenophore sequences were not included in the training set for the SignalP and TMHMM algorithms. To test if the number of signal peptides and transmembrane domains identified by SignalP and TMHMM in our candidate gene data sets was greater than random chance, we built 10,000 randomly assembled size-matched data sets from ML2.2 (*N* = 189 for colloblast candidates and *N* = 165 for tentacle candidates). We then ran SignalP on these random sets to determine how many searches produced more signal peptides and transmembrane domains than our initial search.

### Amino Acid Composition and Low Complexity Sequences

We determined the composition of amino acids in the colloblast candidate and tentacle candidate data set and compared them to 10,000 randomly assembled size-matched data sets. To determine if these candidate data sets had high numbers of low-complexity sequence stretches, we used Segmasker v1.0.0 (Wootton 1994) to identify regions of low complexity in these data sets as well as the random data sets.

### Sequence Similarity to Known Adhesive- and Toxin-Related Proteins

To identify putative adhesive genes, we used BLASTP v2.5.0 (Altschul et al. 1990) to search candidates against the Uniprot database concatenated with the 48 adhesive proteins reported previously (Hennebert et al. 2015). To identify venoms/toxins, we searched candidates against the ToxProt database, a Uniprot database annotated for known venom/toxin genes using the Animal Toxin Annotation Project (www.uniprot.org/program/Toxins). The Uniprot database was downloaded on October 13, 2017 and the ToxProt database was downloaded on September 5, 2017. Hits with *E* ≤ 1*e*–03 were considered significant.

### Domain Similarity between Candidates and Known Adhesive- and Toxin-Related Proteins

We used the Interproscan results to test whether our sets of candidate genes disproportionally shared Pfam domains with proteins in the Adhesives and ToxProt databases. Towards this, we compared the number of domains shared by the candidate genes and 10,000 randomly assembled size-matched data sets drawn from each database.

### Cnidocyte Orthology Analysis

Using OrthoFinder (as above) we grouped ML2.2 with the complete set of protein models from *N. vectensis* downloaded from JGI (https://genome.jgi.doe.gov/Nemve1/Nemve1.home.html), and a subset of proteins identified by Sebe-Pedros, Saudemont, et al. (2018) as cnidocyte specific but not found in JGI (www.cnidariangenomes.org/download/nve.gene_models.vie130208). We then searched for orthology groups containing at least one candidate (colloblast or tentacle) from *M. leidyi* and at least one cnidocyte-specific protein. We assessed significance by searching for shared orthology groups in 10,000 randomly assembled size-matched groups drawn from ML2.2 and the NVJ database augmented with additional cnidocyte-specific sequences.

### Cell Lineage Tracing in *M. leidyi*

Experiments were performed as described previously (Martindale and Henry 1997; Martindale and Henry 1999). Briefly, individual micromeres of gastrula stage embryos were microinjected with saturated DiI (DiIC18(3); Molecular Probes, OR, USA) prepared in soybean oil. Embryos were either imaged immediately or reared to the cydippid stage in 0.2 μm filtered seawater at room temperature before imaging.

### Statistics and Code Availability

We used a Monte Carlo approach to assess the significance of our observations. Briefly, we randomly selected 10,000 data sets each of size *N* = 189 genes or size *N* = 165 genes from *M. leidyi* gene models (ML2.2) and compared the distribution of these random draws to colloblast and tentacle candidates, respectively. This approach was used to detect enrichment of late-expressed genes, ctenophore-specific genes, GO annotations, shared Pfam domains, signal peptides, transmembrane domains, regions of low sequence complexity, clustering in individual cells, and clustering with cnidocyte orthologs. Scripts and files for these analyses are in the GitHub Repository for this publication: https://github.com/josephryan/2018-Babonis_et_al_Ryan.

## Supplementary Material

Supplementary data are available at *Molecular Biology and Evolution* online.

## Supplementary Material

Supplementary Data

# Supplementary material for: Integrating Embryonic Development and Evolutionary History to Characterize Tentacle-Specific Cell Types in a Ctenophore
**Source:** Mol Biol Evol. 2018 Aug 30;35(12):2940–56. doi: 10.1093/molbev/msy171
**Supplement:** Supplementary Data

Title: Integrating embryonic development and evolutionary history to characterize the colloblast, a ctenophore-specific cell type

Authors: Leslie S. Babonis, Melissa B. DeBiasse, Warren R. Francis, Lynne M. Christianson, Anthony G. Moss, Steven H. D. Haddock, Mark Q. Martindale, and Joseph F. Ryan

Supplementary Figures S1- S3

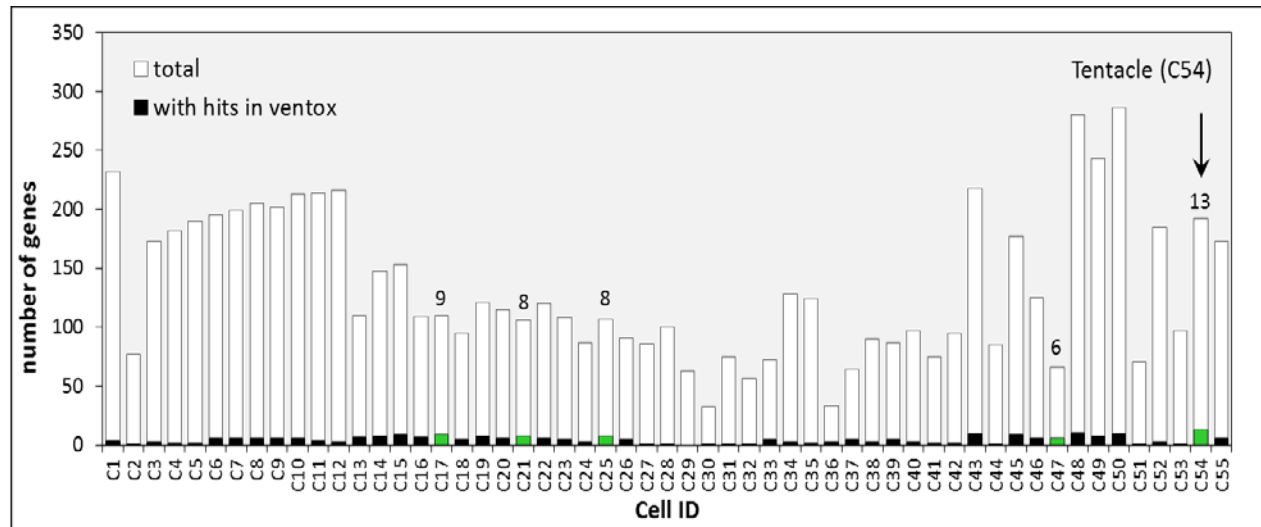

Figure S1. The number of genes expressed in each cell type identified by Sebe-Pedros et al., 2018a (open bars) and the number of genes from each cell type with significant hits ($E < 1e-03$) against the ToxProt (www.uniprot.org/program/Toxins) database (filled bars). Cells with significant clusters of genes with significant hits in ToxProt are colored green (C17 $p=0.016$, C21 $p=0.0356$, C25 $p=0.0367$, C47 $p=0.0289$, C54 $p=0.0204$). C54 (putative tentacle cell type) had the largest cluster of ToxProt genes ($N = 13$). Gene IDs and BLAST hits for these 13 genes are provided in Supplementary File 1 (tables). Code for statistical analysis is provided in the GitHub repository associated with this study (https://github.com/josephryan/2018-Babonis_et_al_Ryan.)

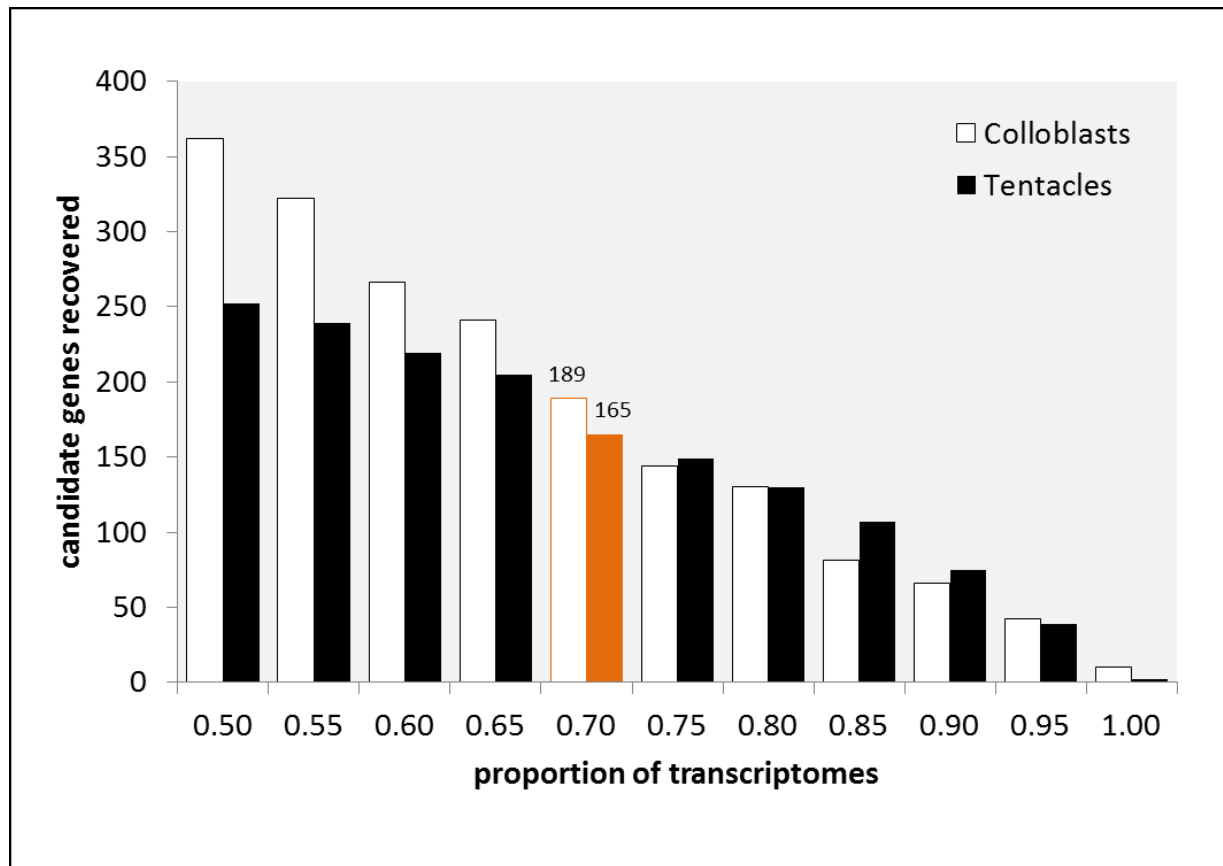

Figure S2. The number of candidate genes recovered increases as the proportion of taxa required to express an ortholog varies from 0.50 to 1.0. In this study, tentacle candidates ($N = 165$) were genes that had orthologs in 70% of the study taxa but were specifically missing from the genus *Beroe*. Likewise, colloblast candidates ($N = 189$) had orthologs in 70% of the taxa but were missing from *Beroe* and *Haeckelia*. See Methods for additional details. As there was no clear way to choose a cutoff to use, we chose 0.70. FASTA files of candidate genes for all other cutoffs are provided in the GitHub repository associated with this study (https://github.com/josephryan/2018-Babonis_et_al_Ryan.)

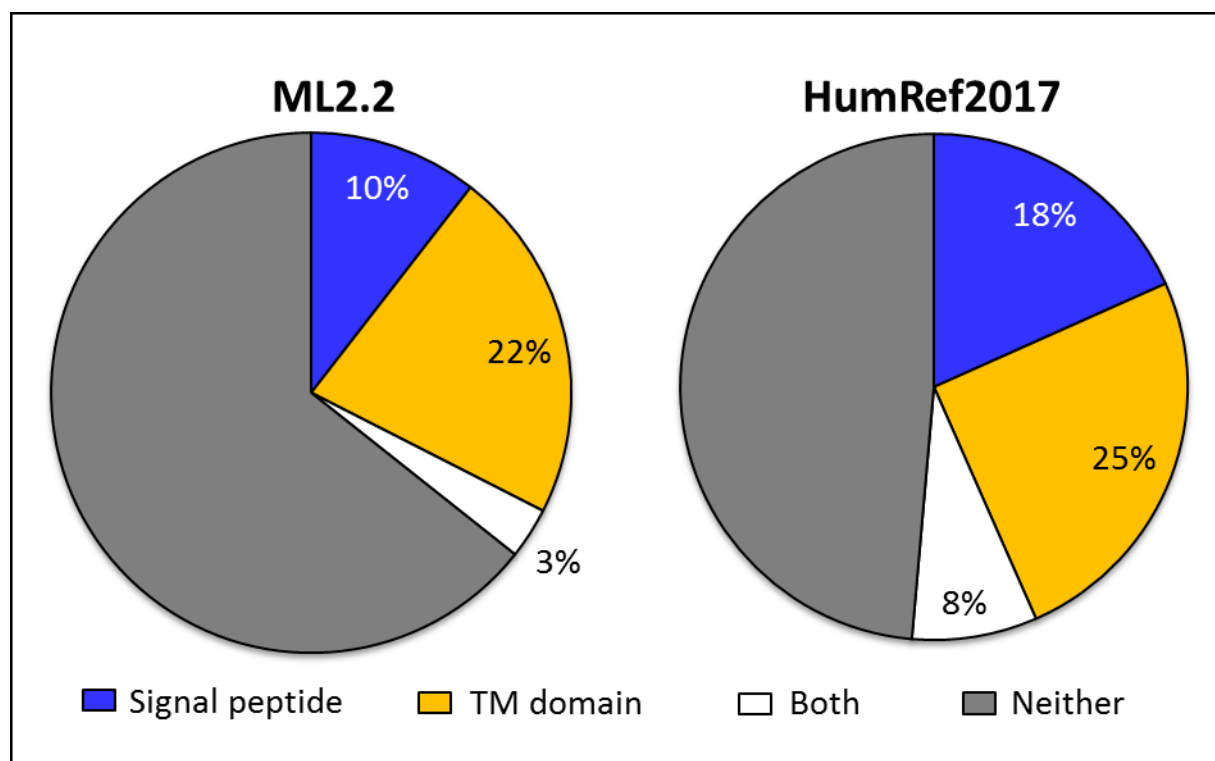

Figure S3. Comparison of sequences containing signal peptides, transmembrane (TM) domains, or both in *Mnemiopsis leidyi* (ML2.2) and human (HumRef2017).

How the deposited data were processed for this re-analysis (not part of the article)

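Single embryos of *M. leidyi* were sequenced by CEL-Seq from 0 to 20 hpf. According to the notes deposited with the data, RNA was extracted with trizol and amplified with barcoded primers that carry unique molecular identifiers, base calling used CASAVA 1.8, reads were aligned with Bowtie2 2.1.0 and counted with HTSeq 0.5.4p3. Whether identifiers were collapsed before counting, the genome build and the counting options are not given in the sources used here. The deposited values are counts per protein model (ML2.2) that the authors made with HTSeq, without normalization; the values are whole numbers for 16548 models in 50 embryos at 26 time points, each matched to its label by the embryo number. The plan gives 24 time points in its definition of the cluster score; this was a miscount, and all 26 were used. No column was left without a sample. The table also holds the HTSeq classes of reads that were not counted, which were kept out of totals and tests: 0.7–4.5% of the reads of an embryo were ambiguous, 7.9–24.0% were of low quality, 45.6–80.5% were not aligned, and the classes for no feature and for alignments that are not unique were 0. Counted reads made up 10.2–33.8%. If identifiers were not collapsed, reads are not independent molecules. The floors cover counting error only.

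Candidate lists were taken from supplementary file 1, which names candidates with an InterProScan match (155 colloblast and 135 tentacle candidates with a count in any embryo, 6 and 9 without); the complete lists were not used here. Further lists were the protein families of these candidates, the clusters of Fig. 3D and 3E, the models of Tables 1 to 3, the models of cell C54 with a ToxProt hit and 5 transcription factors named in the text. Models are named by their ML2.2 identifiers, as the reference table of gene names holds none of them. The models named in the text are those the paper names by identifier with at least 10 counts, the 8 colloblast and 8 tentacle candidates with the largest absolute log2 fold change among those that passed with an average of at least 10 CPM, the 2 members of each family with the smallest p, the 3 members of each cluster with the highest mean CPM over 13–20 hpf, and, outside the paper's lists, the 2 models that rose and the 2 that fell with the smallest p. The few others are said to be named after their values were seen.

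The windows are those of the paper, 0–9 and 12–20 hpf. CPM is the count scaled by the embryo's total; a window's mean is the mean over its time points of the mean CPM, and a model with a count in any embryo is late-expressed when the late mean exceeds the early one. CEL-Seq counts 3′ ends, so no length was used. Shares have 95% Wilson intervals, which treat the models as independent and hold neither counting error nor the spread between embryos. Each list was compared with 10000 random sets of models of the same size, one-sided, also with random sets drawn within 20 bins of mean CPM. Changes were tested with edgeR 4.0.16 (quasi-likelihood F-test, TMM factors, filterByExpr) between windows and across the 8 hours from 13 to 20 hpf, with Benjamini-Hochberg adjusted p-values under 0.05 and no limit on the fold. Lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01, with the correlation estimated, and with fry. Fold changes of models without early counts are given against a floor of 3 counts over the early window (10133300 counts in all). A cluster score is the mean over members of the CPM divided by that model's mean over the time points. The hours at which the paper describes peaks were compared with the hours before and after by exact permutation tests, two-sided, with the p-values adjusted over 18 comparisons; 4 embryos against 4 cannot give a p below 0.0286. Cluster peaks at 11 hpf could not be tested, with 1 embryo each at 10, 11 and 12 hpf. Other versions were R 4.3.3, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

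The lists, the windows, these tests and the alternatives that are not named here as added were fixed before the data were examined. The alternatives were RLE factors, library size alone, DESeq2, limma voom, 1 coefficient per time point, no filter beyond 1 count, other limits of the windows, leaving out shallow embryos, counts thinned to 323646 per embryo, 1 embryo per time point, other ways to average or filter the CPM, other cluster scores, and leaving out each time point or embryo. Chosen after the data were seen were the 2 library groups, the limit of 2.5% ambiguous reads between them, the decision to keep the embryo at 0 hpf out of both (its 1.0% of ambiguous reads would place it in the second), the fits within the first group and with the group as a term, both backgrounds for the shares within the first group (models with a count there and all 15152 models), the sum, the maximum and the median over time points or embryos, a minimum of 200 counts, leaving out 0 and 5.5 hpf together, leaving out embryos of the second group with over 70% of reads not aligned, the measures in which single embryos were compared with their hour, and the tests of the cluster scores at 18 and 20 against 13 hpf. Of 48 pairs of embryos of the same hour none was a copy of another (smallest chi-square per degree of freedom 3.06). The tests were also tested on simulated data, in which changes of known size were placed into counts drawn at the depth and spread of these embryos.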

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

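The tests that set the library groups against the share of all models, the shares of the candidates and the cluster scores were chosen after these results had been seen, as were the measures in which single embryos were compared with the others of their hour; the tests of depth, expression level and random splits were set out before their results were seen.

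In 10 of 72 groups of 4 embryos of the same hour (9 measures at each of 8 hours), 1 embryo lay far from the other 3 by Dixon's criterion, where chance gives about 1 in 20, or 3.6. At 13 hpf, 3.33% of the reads of 1 embryo were ambiguous, against 1.52–1.58% in the others. At 15 hpf, the embryo with 18731 counts had 2981 models detected (others 11548–11704) and 71.3% of reads not aligned (others 59.3–60.5%). At 16 hpf, 1 embryo scored 3.80 in the smaller colloblast cluster (others 1.92–2.24). At 17 hpf, 1 embryo had 64.1% of reads not aligned (others 59.0–59.9%). At 18 hpf, 1 embryo had 78.4% of reads not aligned (others 57.9–60.1%), 0.740% ambiguous reads (others 1.72–1.91%) and 11800 models detected (others 10568–10636). At 19 hpf, 1 embryo had 10746 models detected (others 8646–8954), and the embryo with 134806 counts scored 3.73 in the larger tentacle cluster (others 2.07–2.26).

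Most protein models were higher in the late window, 74.3% of them over all embryos. With counts thinned to the same total per embryo the share was 70.1%, which argues against depth per embryo as the main source. Thinning left 30 late against 13 early embryos, so it did not equalize the counts of the windows. With 1 embryo per time point (15 early and 9 late) the share was 70.7%. With at least 50 and 200 counts it was 69.7% and 63.3%, so a part from rarely counted models stays possible. The library groups may also account for part of the high share. Within the first group the share was 53.2%, although 3 late embryos stand there against 14 early ones, which can lower it. At 13 and 20 hpf, 73.0% and 69.0% of models were higher in the mean of 3 embryos of the second group than in 1 of the first. Averaging 3 embryos raises these shares: 1 embryo against 1 gave 62.1–71.3% and 52.4–67.8%, at 20 hpf down to a nearly even split. A change with developmental time within 1 library group stays open as well. The late embryos of the first group differed from its early ones in 1480 models. Only 1 of 100 splits, the real one, reached this count, with 12 as the highest of the others. The count holds both directions (804 rose and 676 fell), so it does not bear on why most models were higher late. With 1 late embryo of this group at a time the share was 38.8–48.9%, though 1 embryo against a mean of 14 can lower it. As no early embryo belongs to the second group, time and library group can be told apart only in part, through the 3 late embryos of the first group; with the group as a term in the fit 1713 models rose and 1001 fell.

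Candidates were late-expressed more often than all models. A difference between the library groups as the whole source is argued against by the random sets within the first group, where the larger permutation p of the 2 lists was 0.0001, the smallest they can give, although with the embryo at 13 hpf as the only late one and all models as background tentacle candidates gave a permutation p of 0.0722. Random sets take the models as independent, and the shares in this group rest on 3 late embryos. Camera with an estimated correlation called neither list there (p = 0.173 for colloblast and p = 0.332 for tentacle candidates). A difference between the library groups is therefore not excluded as the whole source. The expression level of the candidates is argued against by random sets matched on it, which also take models as independent, with a larger permutation p of 0.0018. Having an InterProScan match, which all listed candidates share and for which the random sets were not matched, was not tested. Use of these genes from the onset of tentacle formation, the hypothesis that the paper set out to test, may be one reason; the embryos used here are part of the paper's own time course, and whole embryos do not show in which cells the models were expressed.

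Scores of the clusters step up between 12 and 13 hpf, where 1 embryo of the first library group gives way to 1 of the first and 3 of the second. A difference between the library groups may account for the step: in 7 of 8 comparisons the embryo of the first group scored below all 3 of the second at its hour, in all 4 clusters at 13 hpf and in 3 at 20 hpf. A rise with time stays open and could not be tested within the first group, which has 1 embryo per time point; its scores at 12 and 13 hpf were 2.07 and 2.01 in the larger and 0.59 and 0.774 in the smaller colloblast cluster, and 1.14 and 1.66 in the larger and 0.245 and 0.402 in the smaller tentacle cluster.

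For the count of models changed between the windows, 5090, a random grouping of the embryos is argued against: 1 of 100 splits, the real one, reached it, and the highest of the others gave 583. The same holds for the 297 models changed across 13–20 hpf, reached by 1 of 100 assignments of embryos to hours, the real one, with 8 as the highest of the others. Splits between the windows mix hours and library groups, so they cannot tell time from library group. A split of these embryos by library group (17 against 30) called 4794 of 6609 tested models.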

How the results depend on the processing

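Settings within the library groups or with them as a term, without the 3 embryos of high unaligned share, with a sum, maximum or median in place of a mean over time points or embryos, with at least 200 counts or without 0 and 5.5 hpf were chosen after the data had been seen; the other settings were planned. No paired analysis was possible because the labels give each embryo its own number and name no series shared by embryos of different hours; from 13 hpf on the numbers run along the hours, but pairs read from that order would be inferred and were not used here. Where no reason is given for a change below, the cause was not tested.

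Colloblast candidates exceeded random sets in each of 68 settings (39.4–92.9% late-expressed, largest permutation p 0.0002) and tentacle candidates in 67 of 68 (33.3–89.6%), the exception being the embryo at 13 hpf as the only late embryo of the first library group with all models as background (38.5%, permutation p = 0.0722). Without each time point in turn the shares were 90.3–92.3% and 87.4–89.6%. For all models 38 of 64 settings moved the share of 74.3% out of its interval. Among planned settings it was 73.5% with pooled counts, 70.4% with TMM library sizes, 73.1% and 69.7% with at least 10 and 50 counts, 66.4% with only 12, 13 and 20 hpf as late, 76.3% with 0–4 hpf as early, 72.7% without shallow embryos, 70.1% with thinned counts, 70.7% with 1 embryo per time point, and 73.2–74.7% without each time point. Among added ones it was 73.6% without the 3 embryos of high unaligned share, 62.8% with the sum, 58.8% with the maximum and 67.7% with the median over time points, 63.3% with at least 200 counts, and 68.2%, 55.6%, 52.2% and 59.7% with the median over embryos and then the mean, sum, maximum and median over time points. Without 0 and 5.5 hpf it was 73.0%, and 71.6%, 68.1% and 61.5% with at least 10, 50 and 200 counts. Within the first library group, over models with a count there, it was 53.2%, with the late embryo at 12, 13 or 20 hpf alone 48.9%, 38.8% and 43.9%, with TMM 51.8%, with the sum 20.2% (the group has 3 late and 14 early time points) and with at least 50 counts 45.3%. Over all 15152 models these were 46.2%, 41.7%, 32.3%, 37.0%, 45.0% and 17.5%, and 53.8% with at least 50 counts.

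Of 5090 models changed between the windows, counts were within 1.5 times in 35 of 40 settings (4635–5218 without each time point). They were 9902 without a filter (more models tested), 2792 with only 12, 13 and 20 hpf as late, 1480 within the first library group, 3324 with thinned counts and 2714 with the library group as a term. The share that rose, 58.6%, was 75.1% with DESeq2, 69.3% with 0–4 hpf as early, 73.9% without a filter, and 66.0% and 66.3% without 14 and 17 hpf. Of 297 models changed across 13–20 hpf, counts were within 1.5 times in 39 of 41 settings (242–321 without each embryo), with 582 by DESeq2's likelihood ratio test and 124 over 14–19 hpf alone, that is without the embryos at 13 and 20 hpf. Camera called neither list with the correlation estimated (colloblast p = 0.0664 and tentacle p = 0.0852; within the first library group p = 0.173 and p = 0.332), and called both in the other 6 of its 8 settings. Fry, which does not compare a list with the other models, also called both.

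None of the 9 cluster peaks passed in any setting. The ratio of the peak to its higher neighbour changed sides of 1 as follows. For colloblast cluster 1 at 14 hpf (0.97) it was 1.00 with the mean of log2(CPM + 1). For colloblast cluster 2 it was at 14 hpf (0.95) 1.08 with that mean, 1.09 with the median over genes, 1.00 with TMM and 1.01 with thinned counts, and at 18 hpf (0.94) 1.04 with summed CPM and 1.00 with the log mean. For tentacle cluster 1 it was at 14 hpf (1.11) 0.91 with thinned counts and 0.97 within the second library group without shallow embryos and those of high unaligned share, at 16 hpf (0.91) 1.03 with summed CPM, 1.06 with the log mean, 1.14 with the median and 1.02 with TMM, and at 18 hpf (0.97) 1.04 with the log mean, 1.17 with the median, 1.12 with thinned counts and 1.08 within that part of the second group. Without each embryo in turn the ratios at 14 hpf were 0.90–1.03 and 0.81–1.00 for colloblast clusters 1 and 2 and 0.97–1.18 and 0.56–0.70 for tentacle clusters 1 and 2, those at 16 hpf 0.80–0.98 and 0.99–1.28 for tentacle clusters 1 and 2, and those at 18 hpf 0.86–1.02, 0.91–1.14 and 0.86–1.23 for colloblast cluster 2 and tentacle clusters 1 and 2.

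Folds of named models that moved by over 1.5 times without 1 time point are given where the folds are printed. Of 2027 comparisons of 54 named models with their alternatives, 1988 kept direction and call, 28 lost the call, 1 gained it and 10 changed direction, in 3 models. ML148940a (log2 fold change −0.28) gave 0.30 with RLE, 0.31 with DESeq2, 1.27 with voom, 1.87 with 1 coefficient per time point and 3.05 with 0–4 hpf as early. ML01591a (−0.91) gave 0.06 with 1 coefficient per time point, 0.60 with 0–4 hpf as early, 0.74 within the first library group and 0.67 with the group as a term, and ML33072a (2.82) gave −0.62 with that term. Within the first group 7 of 28 calls were lost, and with the group as a term 9 of 54.

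In data simulated at the depth and spread of these embryos, the comparison of the windows found 69% of 2-fold and 82% of 4-fold changes, that within the first library group 3% and 42%, and that across 13–20 hpf 41% and 97%. Changes were placed only in models above a low mean count. Across 13–20 hpf the simulated change was a step between the earlier and the later hours, counted in either direction. A peak at a single hour was not simulated.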

Differences from the paper's values

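The paper reports 37% of expressed protein models as late-expressed (4691 models), whereas 74.3% were (11259 models) in the embryos used here, which are part of the paper's time course. Every alternative set before the data were examined differed likewise, with shares of 66.4–76.3% and 7874–11558 models. Settings chosen after seeing the values came within 1.5 times of the paper's share: those within the first library group, except the sum over time points, gave 38.8–53.2% over models with a count there, and 32.3–53.8% over all expressed models, with 37.0% when the embryo at 20 hpf was the only late one, and the maximum over time points of the median over embryos gave 52.2%. Over the same settings of the first library group the number of late-expressed models was 3135–6999. The 74.3% in turn rests on 33 late embryos against 15 early ones, which can raise it for models with few counts. With at least 200 counts, also chosen after seeing the values, it was 63.3%. The settings within the first library group set 1 or 3 late embryos against 14 early ones, which can lower the share. They therefore do not show why the paper's share is lower. The paper's text does not name the models it counted as late-expressed, so how many of them these settings drop is not known here. The paper counts 12646 models as expressed over its whole time course, fewer than the 15152 with a count in the part used here. Its expression values or its rule for expression therefore differ from those used here, and this may bear on the share.

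For colloblast candidates the paper reports 66% as late-expressed, against 91.0% here (95% Wilson interval 85.4–94.5) for those named with an InterProScan match. The paper's share lies below this interval, so the gap goes the same way. The 1.5 times taken here as the limit for a difference could hardly be passed upward from 66%, so it does not decide here. The paper reports 56% of expressed tentacle candidates as late-expressed, against 88.9% here, for the candidates named with an InterProScan match. With only 12, 13 and 20 hpf as the late window the share was 83.0%, the single alternative set before the data were examined that came within 1.5 times of the paper's; the other 38 gave 85.9–89.6%. Settings chosen after seeing the values that did so were the sum, the maximum and the median over time points (83.0%, 72.6% and 81.5%), the same on medians over embryos (77.2%, 65.4% and 71.7%), and those within the first library group, with 40.9–74.5% over candidates with a count there and 38.5–75.5% over all expressed candidates, except the sum over all expressed candidates (33.3%); the nearest, 59.3%, was that over all expressed candidates with TMM library sizes.

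The paper describes peaks of all 4 clusters at hours after 13 hpf, read from its profiles. Of 9 such peaks, the mean score here was above both neighbouring hours in 3, tentacle cluster 1 at 14 hpf (1.11 times the higher neighbour) and tentacle cluster 2 at 16 and 18 hpf (1.12 and 1.04 times). The tally depends on the score: of the alternatives set before the data were examined, the mean of log2(CPM + 1) put 8 of the 9 above both neighbours, the median over genes 6, summed CPM and TMM library sizes 5 each, thinned counts 4 and members with at least 50 counts 3. Tentacle cluster 2 at 14 hpf was above both in none of them. No comparison passed the exact permutation test once adjusted, with the smallest adjusted p at 0.294, and at 0.103 over these alternatives (median over genes). As at least 11 of the 18 comparisons must reach the smallest p for any to pass, this does not speak against the paper's peaks. For the peak that the paper describes at 11 hpf in 3 clusters, the single embryo here scored above those at 10 and 12 hpf in tentacle cluster 2 (0.287 against 0.0767 and 0.245) and between them in colloblast cluster 1 (1.77 against 1.44 and 2.07) and tentacle cluster 1 (0.93 against 0.79 and 1.14).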

Other observations

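The hypothesis that models with similarity to toxins rise late as a set was written before its result was seen; the fits within the first library group and with the group as a term were added after the data had been seen. The samples are whole embryos, so the values below are not those of the tissues and single cells in which the paper studies these genes.

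Of the transcription factors that the paper names, MlNR1 (ML073417a, a nuclear receptor) fell from 589 ± 426 CPM (SD, n = 15 embryos) at 0–9 hpf to 136 ± 43.3 CPM (SD, n = 33) at 12–20 hpf, a log2 fold change of −1.88 (standard error 0.15, edgeR adjusted p = 2.29e-16, and −1.75 with adjusted p = 0.00989 within the first library group). Its value at 0 hpf, 1787 CPM, rested on 2 counts. Much of the fall lay within the early window, from 1013 CPM at 2 hpf to 151 CPM at 8.5 hpf and 242 CPM at 9 hpf (1 embryo each). MlBsh (ML08269a, a homeobox gene) rose from 17.5 ± 9.85 to 41.2 ± 20.1 CPM, a log2 fold change of 0.93; it was 0.64 within the first group (standard error 0.54, edgeR adjusted p = 0.395) and 0.59 with the group as a term (adjusted p = 0.311), which did not pass. MlPRD10a (ML148940a) was at 68.4 ± 57.0 and 69.4 ± 23.7 CPM (edgeR adjusted p = 0.411); it had 0 counts at 0–2 hpf and 157 CPM at 6 hpf. MlIslet (ML053012a) and MlNR2 (ML305522a) had too few counts to be tested between the windows, with 2.30 ± 4.14 and 2.20 ± 3.14 CPM early and 6.48 ± 4.07 and 6.56 ± 5.03 CPM late. As a set these factors did not pass limma camera (adjusted p = 0.32 over the lists tested).

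Of the models of Table 1, similar to adhesive proteins, all 3 tested rose (ML14247a, ML223525a and ML50011a, with camera adjusted p = 0.0221 over the lists tested, and adjusted p = 0.113 with an estimated correlation), and within the first library group ML223525a had a log2 fold change of 3.68 (edgeR adjusted p = 0.0124). Of the ToxProt hits of Table 2, 3 rose and 1 fell of 4 tested (limma camera adjusted p = 0.122): ML01571a, ML273210a and the C-type lectin ML056965a (log2 fold change 3.34, and 1.68 with edgeR adjusted p = 0.0623 with the library group as a term) rose, and ML01511a fell by 0.94 on the log2 scale (−0.66 with adjusted p = 0.0831 within the first group). Of the candidates of Table 3, only ML50011a had enough counts to be tested between the windows. Of the other members of the orthology groups in that table, which were not in the list tested here, ML41821a was at 1.62 ± 1.95 CPM early and 103 ± 200 CPM late (log2 fold change 5.64, and 2.68 with edgeR adjusted p = 0.103 with the library group as a term), and its mean was 391 CPM at 19 hpf. ML020060a was at 0.681 ± 1.39 and 14.9 ± 11.1 CPM (log2 fold change 3.76, and 0.02 with adjusted p = 0.988 with that term). Without 19 hpf the log2 fold change of ML41821a was 4.97, and without 6.5 hpf that of ML020060a was 4.35.

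Among models of cell C54 with a ToxProt hit, 7 rose and 1 fell of 8 tested (7 and 1 when adjusted over the list alone; 3 of 7 rose within the first library group). Camera with a preset correlation gave p = 0.0331, so that a late rise of these models as a set may be one reading, but p was 0.239 with an estimated correlation and 0.0553 with the library group as a term. Within the first group p was 0.0269, which did not pass once adjusted over the lists tested (limma camera adjusted p = 0.0577), and 0.164 with an estimated correlation.

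Across 13–20 hpf, 297 of 8374 models changed (edgeR), and their highest mean was at 13 hpf in 67, 14 hpf in 9, 15 hpf in 11, 16 hpf in 2, 17 hpf in 4, 18 hpf in 44, 19 hpf in 64 and 20 hpf in 96. All 3 glutaredoxins of the colloblast list changed, as did 2 of 4 MACPF models, 2 of 3 cytochrome P450s and, of the tentacle list, 2 of 2 palmitoyl protein thioesterases (3, 2, 3 and 2 when adjusted over the list alone). None changed by edgeR or DESeq2 of 5 sushi, 4 von Willebrand factor type D and 4 lectin models of the colloblast list and 4 sulfotransferases of the tentacle list (1, 0, 1 and 0 at an unadjusted p under 0.05 by edgeR). ML003220a went from 143 CPM at 13 hpf to 1186 CPM at 18 hpf (edgeR adjusted p = 0.000436), ML223518a from 66.7 CPM at 13 hpf to 747 CPM at 19 hpf (adjusted p = 0.000277) and the PAN/apple model ML150914a from 332 CPM at 13 hpf to 86.6 CPM at 20 hpf (adjusted p = 0.0328).

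Between the library groups, 1137 models differed among late embryos (3 against 30; 570 higher and 567 lower in the second group by edgeR) and 349 among embryos at 13 and 20 hpf with the hour as a term (2 against 6).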
